# Genetically regulated hepatic transcripts and pathways orchestrate haematological, biochemical and body composition traits

**DOI:** 10.1038/srep39614

**Published:** 2016-12-21

**Authors:** Siriluck Ponsuksili, Nares Trakooljul, Frieder Hadlich, Fiete Haack, Eduard Murani, Klaus Wimmers

## Abstract

The liver is the central metabolic organ and exhibits fundamental functions in haematological traits. Hepatic expression, haematological, plasma biochemical, and body composition traits were assessed in a porcine model (n = 297) to establish tissue-specific genetic variations that influence the function of immune-metabolism-correlated expression networks. At FDR (false discovery rate) <1%, more than 3,600 transcripts were jointly correlated (r = |0.22–0.48|) with the traits. Functional enrichment analysis demonstrated common links of metabolic and immune traits. To understand how immune and metabolic traits are affected via genetic regulation of gene expression, eQTLs were assessed. 20517 significant (FDR < 5%) eQTLs for 1401 transcripts were identified, among which 443 transcripts were associated with at least one of the examined traits and had cis-eQTL (such as ACO1 (6.52 × 10^−7^) and SOD1 (6.41 × 10^−30^). The present study establishes a comprehensive view of hepatic gene activity which links together metabolic and immune traits in a porcine model for medical research.

The liver is of particular interest given its vital roles in maintaining homeostasis and health and regulating nutrient utilization. Accordingly, insights into the regulation of liver expression profiles potentially have implications for traits associated with physical and metabolic integrity. Traits related to fatness and body composition are important not only as economic factors in pork production but also because of their association with serious diseases in humans^1^,^2^. Pigs share many similarities with humans in terms of their physiology and genome and therefore provide a good model for medical research including studies on the transplantation of organs^3^.

Accordingly, we used expression analyses in the liver to identify genes associated with plasma haematological and biochemical traits that might serve as biomarkers of “liver functioning” and as surrogate traits for immune and metabolic status. However, variations in complex traits depend not only on the expression profile of single hepatic genes but also on networks of genes and transcripts. Therefore, we further performed a weighted gene co-expression network analysis (WGCNA) to systematically assess the pathways in which co-expressed genes are interconnected. Thus, we obtained a more precise set of parameters that might serve as either key biomarkers of acute metabolic and immune status mediated through hepatic functions, or as predictors of genetically determined metabolic and immune capabilities.

Expression-QTL (eQTL) analysis integrates gene expression levels and genome-wide genotyping information to identify genetic variations associated with changes in gene expression. Variations in complex traits largely reflect polymorphisms affecting regulatory sequences, rather than coding sequences. Knowledge of the position of the analyzed genes and markers enables the differentiation of cis- and trans-eQTLs^4^. We have previously shown that the detection of trait-dependent expressed genes in a relevant tissue facilitates the identification of genes associated with complex traits, such as muscle and meat properties and coping behaviors; these genes represent strong candidate genes^5^,^6^. Studies of eQTLs in the human liver have led to the identification of genes associated with clinical phenotypes and provide a foundation for pharmacogenomics^7^.

Given the central role of the liver in controlling the homeostasis of the metabolic and immune systems, body composition and all fat traits, we hypothesized that the variation of these traits might largely reflect genes and metabolic pathways active in the liver. Herein, we characterized hepatic transcription profiles and the genetic regulation of their expression in association with immune and metabolic traits in pigs. The analyses of trait-correlated hepatic expression, co-expression interactions and eQTL-detection provide a common link for haematological, biochemical, and clinical-chemical biomarkers of hepatic functions contributing to metabolic homeostasis, innate defense and resilience. This knowledge provides a rational basis not only for understanding pig physiology but also for pig models used in human medical research.

## Results

### Hepatic trait-correlated expression

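Liver RNA of 297 German Landrace pigs was measured on Affymetrix Snowball arrays, which carry sets of short probes for porcine transcripts. The deposited values are log2 signals that the authors normalized over all arrays by the robust multichip average (RMA). The median of the array medians was 5.69. Pearson's r between 2 arrays ranged from 0.914 to 0.991 with a median of 0.972. The SD of a tested transcript over the animals had a median of 0.265 on the log2 scale. Arrays have no read depth, and the number of arrays limits the precision. After 123 control probe sets were left out, 47722 probe sets remained, and the 24909 with the highest 20th percentile of signal over the animals were tested. This filter stood in for detection above background in 80% of samples, which the authors used. The lowest 20th percentile among the tested transcripts was 5.32. Of these transcripts, 16453 had a gene symbol, for 10499 different genes, and 8456 had none. The authors correlated residuals after genetic similarity, 17 principal components for population stratification, gender and carcass weight, and here the values were used as deposited.
The sample labels gave loin eye area (LEA), fat area (FA) and muscle to fat ratio (MFR) for 289 pigs and no trait for 8 pigs. Haematological and biochemical traits were not analysed here. Each transcript was correlated with each trait by Spearman's rho, adjusted by Benjamini-Hochberg over the 24909 transcripts and called at an FDR of 1%. Permutation p values, with both tails counted, came from 100000 random orders of the trait, so that 1e-05 was the smallest possible p. Gene lists were fixed before the data were examined, from textbook knowledge and, for 3 of those tested, from the hub genes that the study chose on these samples. Themes such as the acute phase, alanine and phenylalanine breakdown and glucocorticoid receptor targets are pathways that the paper reports for these pigs. GPT2 and SDSL, which are list members, had been seen in its supplement with these traits. Calls for such lists are therefore not independent of the paper's results. The score of an animal for a list was the mean of the standardised ranks of the list's genes, with 1 probe set per gene, the 1 with the highest mean signal. Scores were tested for 43 lists and 3 traits, which is a family of 129 tests, at an FDR of 5%. The animal numbers fall into 9 number series that share their first 2 digits and hold 9 to 94 of these pigs. The labels do not say whether a number series marks a day or a batch, and values within number series, from ranks centred in each series, are given beside the pooled ones.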

The expression levels of 24904 liver transcripts in 297 individuals were correlated with biomarkers of immune and metabolic status, including haematological, biochemical and body composition traits. 

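The loin eye area is the cross-section of the loin muscle and the fat area is the layer of fat over it. LEA was 43.71 ± 5.96 cm2 (SD, n = 289 pigs), with a range of 27.8 to 68.4. FA was 14.08 ± 5.23 cm2 and ranged from 2.4 to 30. MFR was 0.33 ± 0.14 and ranged from 0.06 to 0.74. MFR equalled FA divided by LEA in 289 of 289 pigs within a tolerance of 0.006, so that a pig with a higher MFR had more fat per loin area. Pigs with a larger LEA had a lower MFR, with Spearman's rho of -0.443 and Pearson's r of -0.426, each with a permutation p of 1e-05, the smallest possible. FA and MFR were tied to each other at a rho of 0.945 and an r of 0.936, with the same p. LEA and FA had a rho of -0.182 (permutation p = 0.0021) and an r of -0.116 (permutation p = 0.048). Without the 2 pigs farthest from the median, the r of these 3 pairs was -0.418, 0.935 and -0.104, in that order. Within number series the rho was -0.521, 0.961 and -0.326. These 3 correlations form the family, and the largest of the rank p values stayed at 0.0021 after adjustment for 3 tests. Because MFR is made from FA and LEA, its correlations with them follow in part from arithmetic, and their p values are not findings of their own.
Number series took 22.2% of the rank variance of LEA, 6.7% of that of FA (permutation p = 0.012) and 2.0% of that of MFR (permutation p = 0.68). For LEA, p was 0.0001, the smallest that 10000 permutations allow. The series with the lowest mean LEA, at 36.71 ± 5.00 cm2 (SD, n = 20), was series 27, and the highest mean was 49.87 ± 6.48 cm2 (SD, n = 28) in series 21.

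**Figure D1:**
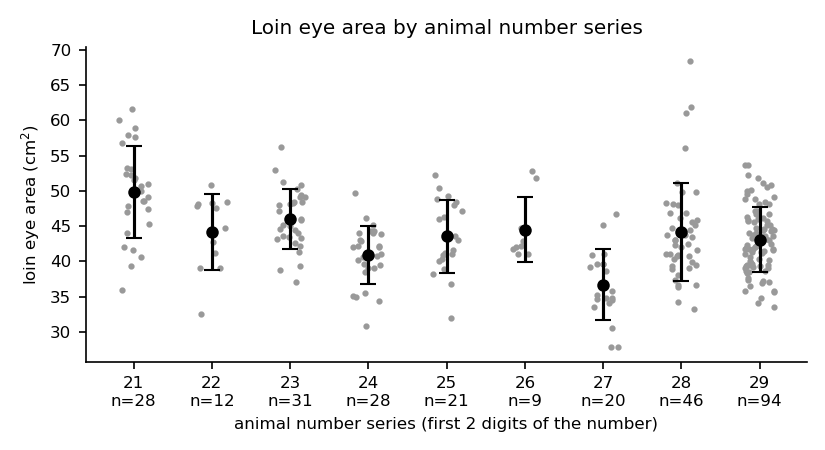
LEA of each of the 289 pigs (grey points) by animal number series, with the mean and SD of each series (black). Series means lie between 36.71 and 49.87 cm2.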

All measurements and descriptions of these traits are shown in Supplementary Table 1. Haematological traits refer to three components: leukocytes (white blood cell count: WBC, lymphocyte count: LYM), erythrocytes (red blood cell count: RBC, hemoglobin concentration: HGB, hematocrit level: HCT, mean corpuscular volume: MCV, mean corpuscular volume: MCH, mean corpuscular hemoglobin concentration: MCHC, red distribution width: RDW), and platelets (platelets: PLT, mean platelet volume: MPV, plateletcrit: PCT), and the respective cell counts are markers of immune and/or inflammatory responses^8^,^9^. At a significance threshold of an FDR < 1%, we detected 5387 transcripts showing correlations with at least one of the 12 examined haematological traits. The correlation between expression levels and haematological traits ranged from |0.22–0.48|. Most transcripts were correlated with leukocytes and erythrocytes, and a few transcripts were associated with platelets.

To further refine the functional annotation of the sets of genes showing trait-correlated expression, their assignment to canonical pathways was explored using the Ingenuity Pathway Knowledge Base. Biological functions associated with trait-correlated expression are displayed in Fig. 1A and Supplementary Table 2A. Acute phase response signaling and hepatic fibrosis/hepatic stellate cell activation were correlated with LYM and WBC. Most of the erythrocyte-related traits were correlated with oxidative phosphorylation, mitochondrial dysfunction and Ephrin A signaling. The coagulation system and complement system were correlated with platelet-related traits.

The phenotypes of 8 biochemical traits (albumin: ALB, ammonia nitrogen: NH3, blood urea nitrogen: BUN, total cholesterol: TCHO, triglyceride: TG, glucose: GLU, inorganic phosphorus: IP, creatinine: CREA) were used to examine correlations with the expression profiles of the liver. At a significance level of an FDR < 1%, 6321 transcripts were correlated with a minimum of one biochemical trait at r = |0.22–0.41|. Canonical pathways such as acute phase response signaling showed the closest association with CREA, TCHO and BUN. TCHO-, TG- and GLU-correlated genes were associated with common canonical pathways of PXR/RXR activation, FXR/RXR activation and TR/RXR activation (Fig. 1B; Supplementary Table 2B).

Body composition traits were examined to characterize metabolic end product phenotypes. In total, 11 traits, including 6 fat traits (fat depth at shoulder: FDS, fat depth at tenth rib: FDTR, loin fat depth at loin: FDL, average back fat: ABF, fat area: FA, Intramuscular fat content: MLDIMF), 3 muscle traits (loin eye area: LEA, protein content: MLDP, muscle to fat ratio: MFR), body weight (BW) and body length (BL), were used. 

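ARG2, TAT and GOT1, 3 enzymes of amino acid breakdown, were lower in pigs with a larger loin eye. ARG2, the mitochondrial arginase, had the largest correlation with LEA (rho = -0.33, FDR = 0.00014, r = -0.33), and 6 of its probe sets passed. TAT, the enzyme that opens tyrosine breakdown (rho = -0.27, FDR = 0.0017), and GOT1, the cytosolic aspartate aminotransferase (rho = -0.27, FDR = 0.002), were lower as well. Higher with LEA were NSUN3, a methyltransferase of a mitochondrial transfer RNA (rho = 0.32, FDR = 0.00031, r = 0.32), SLC25A4, the mitochondrial carrier of ADP and ATP (rho = 0.30, FDR = 0.00057), and PERP, a p53 target of cell junctions (rho = 0.31, r = 0.26).
With FA, the largest correlation was that of CELSR2, a receptor of the cadherin family (rho = 0.37, FDR = 3.2e-06, r = 0.35), and NRG4, a secreted ligand of ERBB receptors, followed among the positive ones (rho = 0.33, FDR = 5e-05). PHYH, which starts the peroxisomal breakdown of phytanic acid, and GPX3, a secreted glutathione peroxidase, rose with FA at a rho of 0.32 each (FDR = 0.00013). LEPR, the leptin receptor, fell with FA (rho = -0.30, FDR = 0.00071, r = -0.27), and 5 of its probe sets fell with MFR. KDM6A, a histone demethylase encoded on the X chromosome, fell with FA (rho = -0.34, FDR = 5e-05), and so did EIF2S3 (rho = -0.27), another X-linked gene. The labels do not give the sex of the pigs. NIPAL2, a putative magnesium transporter, had the largest correlation with MFR (rho = -0.35, FDR = 1.7e-05, r = -0.35).
The permutation p of rho and of r was 1e-05, the smallest possible, for ARG2, NSUN3, CELSR2, LEPR and NIPAL2, and 2e-05 for the r of PERP. Without the 2 pigs farthest from the median of the trait, rho was -0.34 for ARG2, 0.31 for NSUN3, 0.36 for CELSR2, -0.30 for LEPR and -0.34 for NIPAL2. Within number series the rho of CELSR2 was 0.35 and that of LEPR -0.33, each with the same sign in 9 of 9 series, that of NIPAL2 was -0.34, that of ARG2 -0.24 and that of NSUN3 0.20. TAT and GOT1 did not pass within number series, at a rho of -0.15 (FDR = 0.40) and -0.21 (FDR = 0.088). Neither did ARG2, NSUN3 and PERP at an FDR of 1%, and only 4 of the 205 transcripts called for LEA passed there.
In all, 205 transcripts were correlated with LEA (126 positive, 79 negative), 82 with FA (47 and 35) and 47 with MFR (27 and 20). The size of rho among them ranged from 0.230 to 0.334 for LEA, from 0.242 to 0.366 for FA and from 0.249 to 0.348 for MFR. FA and MFR shared 35 called transcripts, all with the same sign, where independent lists would share 0.15. MFR is made from FA. Over all transcripts, called or not, rho in odd and rho in even animal numbers had a correlation of 0.649 for LEA, 0.148 for FA and 0.073 for MFR. Within number series 4 of the 205 LEA transcripts passed the FDR, against 62 of the 82 for FA and 47 of the 47 for MFR, and the median size of rho of the LEA transcripts was 0.154 in place of 0.248. A score of X-linked genes, as it was or made without 5 principal components, served as a covariate chosen after seeing the data. Of the called transcripts of other genes, 93 and 107 of 198 passed for LEA. For FA 56 and 23 of 79 passed, and for MFR 16 and 8 of 43. All of those for FA and MFR kept their sign with an unadjusted p under 0.05 by the rank test. After removal of 17 principal components of the expression values, which are not the study's covariates for population stratification, no transcript passed by the rank test for LEA, FA or MFR, with 2161, 1624 and 1604 at an unadjusted p under 0.05.

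**Figure D2:**
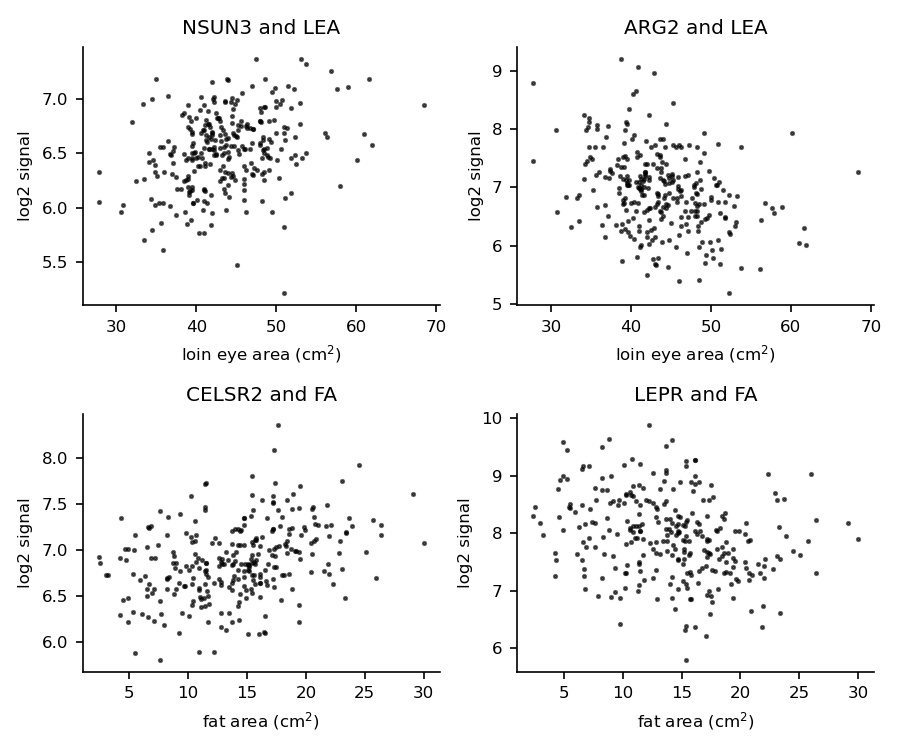
Log2 signal of 4 genes in the 289 pigs against LEA or FA; each point is 1 pig. NSUN3 rises with LEA (rho = 0.32), ARG2 falls with LEA (rho = -0.33), CELSR2 rises with FA (rho = 0.37) and LEPR falls with FA (rho = -0.30).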

At a significance level of an FDR < 1%, 2571 transcripts were correlated with at least one body composition trait at r = |0.22–0.44|. The list of transcripts correlated with fat traits was associated with the canonical pathways of LPS/IL-1-mediated inhibition of RXR function, TR/RXR activation, LXR/RXR activation, PXR/RXR activation and xenobiotic metabolism signaling. 

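Acute phase proteins were lower in pigs with a larger fat area, as a group. Of 24 listed acute phase proteins 18 were measured, and 15 of these had a negative rho with FA, among them A2M, a protease inhibitor (rho = -0.24, FDR = 0.013), CFB, the complement factor B (rho = -0.23, FDR = 0.014), and CRP (rho = -0.19, FDR = 0.073). None of the 18 passed the FDR over all transcripts by the rank test, 3 were lower when adjusted over the list alone, and 14 had an unadjusted p under 0.05 (13 lower and 1 higher). The list score had a rho of -0.265 with FA (FDR = 0.00032) and an r of -0.252, each with a permutation p of 1e-05, the smallest possible. Within number series rho was -0.268, and without the 2 farthest pigs it was -0.262. The call held in a competitive set test, with an adjusted p = 0.014 with an estimated correlation.
Of the 17 genes of cytokine signalling to the acute phase, 16 had a negative rho with FA, and STAT3, the transcription factor downstream of interleukin-6, passed over all transcripts (rho = -0.25, FDR = 0.0082). Adjusted over the list alone, 3 of the 17 were lower. The score fell with FA (rho = -0.219, permutation p = 0.00027, FDR = 0.0032, r = -0.223, permutation p of r = 0.00015) and was -0.201 within number series, with an adjusted p = 0.054 with an estimated correlation. Immediate early genes such as GADD45B (rho = -0.22, FDR = 0.028) and FOS (rho = -0.18, FDR = 0.1) gave a score with a rho of -0.201 (permutation p = 0.00054, FDR = 0.0058), -0.174 within number series, and an adjusted p = 0.11 with an estimated correlation. The list of complement and coagulation had a rho of -0.191 with FA (permutation p = 0.0012, FDR = 0.0094, r = -0.158, permutation p of r = 0.0069) and of -0.201 within number series, with 21 of 25 measured genes below 0 and an adjusted p = 0.17 with an estimated correlation. With the score of X-linked genes as a covariate, chosen after seeing the data, it was -0.103 (FDR = 0.22). Markers of stellate cells and of T and NK cells had lower scores with FA too (rho = -0.152 each, FDR = 0.043), with adjusted p = 0.20 and 0.30 with an estimated correlation, and the T and NK cells did not pass within number series (-0.112, FDR = 0.15). Whether cell numbers lie behind the lists above was not tested.
Genes of fatty acid and triglyceride synthesis were higher with FA. FASN, the fatty acid synthase, passed over all transcripts (rho = 0.26, FDR = 0.0044), and ME1, which supplies NADPH for lipid synthesis (rho = 0.19, FDR = 0.079), and SCD, the stearoyl-CoA desaturase (rho = 0.18, FDR = 0.11), did not. Of 16 measured genes 14 had a positive rho and 6 were higher when adjusted over the list alone. The score rose with FA (rho = 0.199, permutation p = 0.00065, FDR = 0.006, r = 0.176, permutation p of r = 0.0027) and was 0.271 within number series, with an adjusted p = 0.054 with an estimated correlation, and 0.092 with the X-linked covariate (FDR = 0.28). The 27 measured genes of xenobiotic metabolism, cytochromes P450 and conjugating enzymes, had a score with a rho of 0.064 (permutation p = 0.28, FDR = 0.46) and of 0.141 within number series (FDR = 0.058), and 42.5% of the rank variance of that score lay between number series.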

For the muscle traits, the list of correlated transcripts was enriched for IGF-1 signaling, alanine biosynthesis II, alanine degradation III, phenylalanine degradation I and glucocorticoid receptor signaling (Fig. 1C; Supplementary Table 2C).

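Enzymes that break down alanine, phenylalanine and tyrosine were lower with LEA and higher with MFR. GPT2, the mitochondrial alanine aminotransferase, had a rho of -0.26 with LEA (FDR = 0.0025) and of 0.27 with MFR (FDR = 0.0028). GPT, the cytosolic enzyme, had a rho of 0.26 with MFR (FDR = 0.0046). HGD, the homogentisate dioxygenase of tyrosine breakdown, had a rho of -0.24 with LEA (FDR = 0.0073) and did not pass for MFR (rho = 0.24, FDR = 0.012). All 9 measured genes of this list had a rho below 0 with LEA and above 0 with MFR. Over all transcripts 3 of the 9 were lower with LEA and 2 were higher with MFR, and 3 and 7 were so when adjusted over the list alone. The score had a rho of -0.236 with LEA (permutation p = 6e-05, FDR = 0.00086, r = -0.280) and of 0.300 with MFR (FDR = 0.00032, r = 0.310), and the remaining permutation p values were 1e-05, the smallest possible. Within number series these were -0.189 and 0.326, and without the 2 farthest pigs -0.224 and 0.291. With an estimated correlation the adjusted p was 0.10 for LEA and 0.00036 for MFR.
Other enzymes of amino acid catabolism went the same way, among them UROC1 of histidine breakdown (rho = 0.29 with MFR, FDR = 0.00095) and GLS2, the liver glutaminase (rho = 0.27, FDR = 0.0031). Their score had a rho of 0.280 with MFR (permutation p = 1e-05, FDR = 0.00032), with 3 of 16 genes higher over all transcripts and 6 higher and 1 lower when adjusted over the list alone. With LEA it was -0.182 (permutation p = 0.002, FDR = 0.013), and within number series 0.294 and -0.161. With an estimated correlation the adjusted p was 0.0015 for MFR and 0.35 for LEA. Genes known from periportal hepatocytes, which overlap with these enzymes, had a rho of -0.187 with LEA (permutation p = 0.0016, FDR = 0.011) and of 0.193 with MFR (permutation p = 0.001, FDR = 0.0084), -0.160 and 0.173 within number series, and adjusted p = 0.20 and 0.10 with an estimated correlation.
Glucocorticoid receptor targets were lower with LEA as a group (rho = -0.221, permutation p = 0.00014, FDR = 0.0018, r = -0.235, permutation p of r = 2e-05), with 13 of 14 genes below 0. TAT was the 1 member past the FDR over all transcripts and over the list alone, and SDS, the serine dehydratase (rho = -0.18, FDR = 0.055), did not pass. Within number series the rho of this score was -0.061 (FDR = 0.50), and the adjusted p was 0.12 with an estimated correlation. The 21 genes of the GH and IGF-1 axis had a score with a rho of -0.079 with LEA (permutation p = 0.18, FDR = 0.35) and of 0.004 with MFR (permutation p = 0.95, FDR = 0.98). IGF1 itself had a rho of 0.09 with LEA and -0.08 with MFR. The paper states the enrichment of canonical pathways from the lists of transcripts correlated with the muscle traits in Fig. 1C.

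**Figure D3:**
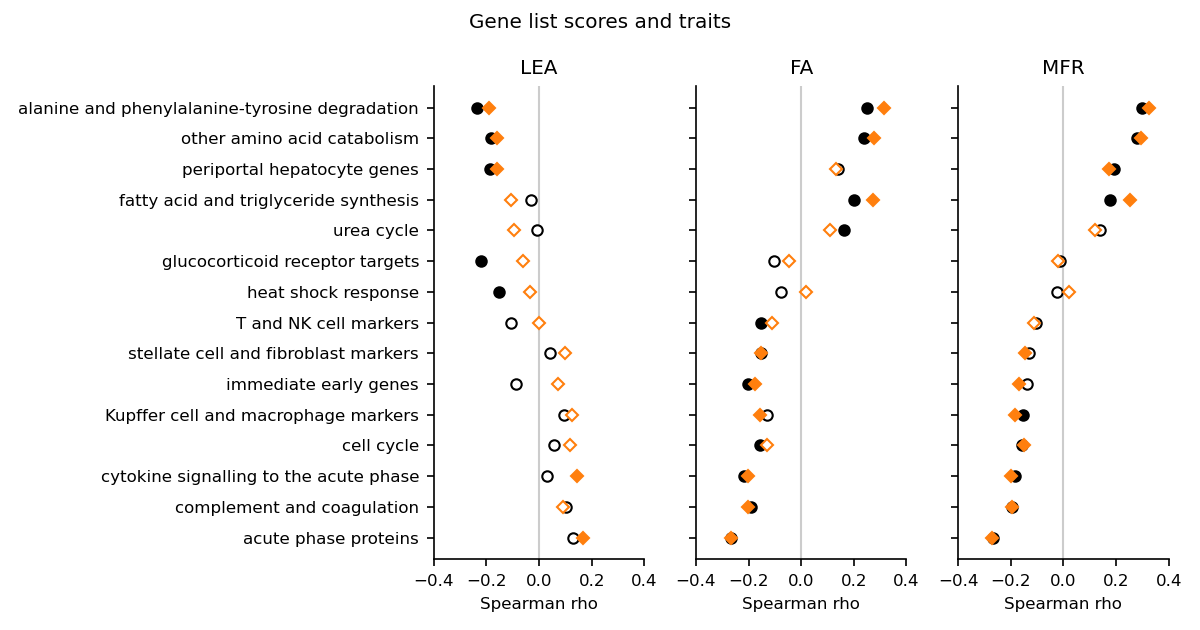
Spearman's rho of the scores of 15 gene lists with LEA, FA and MFR in 289 pigs, pooled (black circles) and within number series (orange diamonds). Filled symbols passed an FDR of 5%. The list of alanine and phenylalanine-tyrosine degradation lies at -0.236 for LEA and 0.300 for MFR.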

Altogether, 10064 out of 24904 transcripts were correlated with at least one of the surrogate traits of immune and metabolic status, with considerable overlap among the groups of traits (Fig. 2A). In fact, 2661 transcripts were common between haematological and biochemical traits, and 1282 transcripts were common to biochemical and body composition phenotype traits, while 795 transcripts were shared between haematological and body composition phenotype traits, and 528 transcripts were common to all immune and metabolic status traits. The numbers of transcripts that were only associated with haematological, biochemical and body composition traits were 2459, 2906 and 1022, respectively.

### Hepatic co-expression and trait-associated co-expression modules

We explored transcriptional changes not only at the level of individual genes but also in terms of gene interactions. Thus, a WGCNA was performed using the transcriptome data from 24904 liver transcripts. 

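The modules themselves were not rebuilt here. Hub genes that the study names stood for them, over the 297 animals and with 1 probe set per gene. These were SOCS3, JUNB, BTG2 and IL4R for the magenta module, CD86 and MAB21L3 for the red, ACACA, ACSS2, EBP and GPAM for the cyan, and PPP1R3C, G6PC, PPP1R3B, SLC25A25 and SGK1 for the purple module. The mitochondrially encoded hub genes of the green module and hub genes known only by LOC numbers were not analysed here. Correlations between hub genes were computed for 23 pairs, and the mean of a module was set against 10000 random lists of equal size matched on mean signal in 20 bins. The transcripts nearest to the score of a module's hub genes were compared with the gene lists by Fisher's exact test, which made 160 comparisons, 5 of them past an FDR of 5%. That test treats genes as independent, while genes of a list can be correlated with each other, which makes its p values too small. The study chose these hub genes on the same samples, so their correlation with each other is not independent evidence.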

Five modules were highly correlated with phenotypes, as shown in Fig. 3. The co-expressed transcripts in each module were assigned to canonical pathways. The magenta module was highly correlated with leucocyte counts, whereas the green module was highly correlated with erythrocyte counts. 

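SOCS3, which restrains cytokine signalling, and JUNB, a subunit of the AP-1 transcription factor, rose and fell together over the 297 livers (rho = 0.86, r = 0.89). BTG2, an antiproliferative gene induced early after stimulation, had a rho of 0.82 with JUNB, and IL4R, the interleukin-4 receptor, a rho of 0.73 with BTG2. The 6 pairs of these 4 genes ranged from 0.65 to 0.86. Their mean rho of 0.74 was reached by 0 of 10000 matched lists, whose median was 0.01, and the median SD of the 4 genes was 0.71 on the log2 scale against 0.28 in matched lists. Each pair had a permutation p of 1e-05 for rho and r, the smallest possible, and an adjusted p of 1e-05 over 23 pairs. Without the 2 farthest animals the r of SOCS3 and JUNB was 0.89, and within number series the mean rho was 0.73. In pigs with a larger FA the score of the 4 genes was lower (rho = -0.201, permutation p = 0.00064, FDR = 0.006, r = -0.211, permutation p of r = 0.00027), with a rho of -0.169 within number series and an adjusted p = 0.082 with an estimated correlation. Of the 4 genes 3 were lower when adjusted over the list alone, which for a list chosen on these samples is not independent evidence, and none was over all transcripts by the rank test (4 at an unadjusted p under 0.05).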

The top highly connected hub genes in the magenta module were *SOCS3, LOC100154449, JUNB, BTG2* and *IL4R*. The transcripts in the magenta module were associated with acute phase response signaling, whereas the transcripts in the green module were core components of the mitochondrial oxidative phosphorylation complexes encoded by the mitochondrial genome (Fig. 4). 

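The transcripts nearest to the magenta hub genes carried the regulators of the acute phase response. ETS2, a transcription factor, had a rho of 0.91 with the score of the hub genes, PIM1, a kinase induced by STAT signalling, 0.87, and ZFP36, which destabilises cytokine messenger RNA, 0.85. ITIH4, with a rho of 0.78, was the 1 of 18 acute phase proteins among the 85 nearest transcripts (Benjamini-Hochberg p = 0.59), and 3 were so after removal of 5 principal components (Benjamini-Hochberg p = 0.0025). Of 15 genes of cytokine signalling to the acute phase, 6 were among the 85 nearest transcripts (BCL3, CEBPB, CEBPD, IRF1, PIM1 and STAT3, Benjamini-Hochberg p = 2.6e-09 from Fisher's exact test). Of 12 immediate early genes, 4 were among them (ATF3, GADD45B, KLF6 and ZFP36, Benjamini-Hochberg p = 9.6e-06), but after removal of 5 principal components only ZFP36 was (Benjamini-Hochberg p = 0.56). The hub genes were left out of both lists for this test. They are members of these lists, so nearness to their score is not independent of the lists. Genes of each list were also correlated with each other (estimated correlation 0.23 and 0.37), which Fisher's test ignores, so its p values are too small. ETS2 is in no list and was chosen after its value was seen.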

The highly connected hub genes in the green module were *MT-ATP6, MT-ND4L, MT-CO3, MT-ATP8* and *MT-ND5*. Platelet counts were modestly correlated with the red module, which was enriched for genes belonging to HIPPO signaling. The highly connected hub genes in the red module were *LOC102159151, LOC102159016, CD86, LOC100511343* and *MAB21L3*. 

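CD86, a costimulatory receptor of antigen-presenting cells, and MAB21L3 were opposed over the 297 livers (rho = -0.30, r = -0.30, each with a permutation p of 1e-05, the smallest possible). Within number series their rho was -0.19, after removal of 5 principal components it was -0.04, and r was -0.31 without the 2 farthest animals. Matched pairs of genes had a median rho of 0.03, and this pair lay at the percentile 17.4. Among the 5 transcripts nearest to the score of both genes were KIF5B, a kinesin motor (rho = 0.67), STK17B, a kinase of the apoptosis pathway (rho = 0.65), and TFEC, a transcription factor of macrophages (rho = 0.64). These 3 were chosen after their values were seen. No gene list passed an FDR of 5% among the 85 nearest transcripts by Fisher's exact test, and the smallest p, 0.0039, was that of cytokine signalling to the acute phase and of the interferon response. Among the 50 nearest, cytokine signalling passed with IL6ST and JAK2 (Benjamini-Hochberg p = 0.038). The score is the mean of opposed genes, so nearness to it is not nearness to CD86 and to MAB21L3. With their first principal component in place of the mean, chosen after the values were seen, no list passed near the red hub genes.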

Body composition traits associated with muscle mass were correlated with the purple module, whereas fat traits were more correlated with the cyan module. 

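Fat traits rose with the genes of lipid synthesis that the study names as cyan hub genes. ACACA, the acetyl-CoA carboxylase, had a rho of 0.24 with FA (FDR = 0.011), ACSS2, which makes acetyl-CoA from acetate, 0.22 (FDR = 0.031), EBP of cholesterol synthesis 0.20 (FDR = 0.054) and GPAM, which begins triglyceride synthesis, 0.17 (FDR = 0.13). By the probe set with the highest mean none of the 4 passed over all transcripts by the rank test (4 at an unadjusted p under 0.05), while by another probe set GPAM (rho = 0.26, FDR = 0.0051) and ACACA (rho = 0.24, FDR = 0.0089) did, and 4 of 4 were higher when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. Their score had a rho of 0.257 with FA (permutation p = 2e-05, FDR = 0.00052, r = 0.221, permutation p of r = 0.00017), 0.315 within number series and 0.263 without the 2 farthest pigs, and of 0.236 with MFR (permutation p = 6e-05, FDR = 0.00086, 0.310 within number series). With the score of X-linked genes as a covariate, chosen after seeing the data, these were 0.171 for FA (FDR = 0.018) and 0.129 for MFR (FDR = 0.094). With an estimated correlation the adjusted p was 0.0084 for FA and 0.013 for MFR. With LEA the score had a rho of -0.068 (permutation p = 0.25, FDR = 0.43), but of -0.180 within number series (FDR = 0.015).
Among the purple hub genes, PPP1R3C, a glycogen-targeting subunit of protein phosphatase 1, rose with FA (rho = 0.26, FDR = 0.0054) and G6PC, the glucose-6-phosphatase, fell with FA (rho = -0.25, FDR = 0.007). PPP1R3B of the same glycogen-targeting family (rho = 0.19, FDR = 0.078), SLC25A25, a mitochondrial carrier (rho = -0.24, FDR = 0.013), and SGK1, a kinase induced by glucocorticoids (rho = -0.14, FDR = 0.26), did not pass, but SLC25A25 did by another probe set (FDR = 0.0088). With LEA, none of the 5 passed by the rank test (3 at an unadjusted p under 0.05), and their mean score had a rho of -0.063 (permutation p = 0.29, FDR = 0.46). Because these genes run in opposite directions, their first principal component, which held 70.9% of their variance, was set beside the mean after the values were seen. It had a rho of 0.092 with LEA (p = 0.12) and -0.112 within number series (p = 0.062), 0.262 with FA (p = 6.1e-06) and 0.195 with MFR (p = 0.00089). The paper states the link of the purple module with muscle mass and of the cyan module with fat traits from the correlation of modules with traits (Fig. 3).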

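Genes of cholesterol synthesis stood close to ACACA, ACSS2, EBP and GPAM. Of 14 listed genes of this pathway besides EBP, 7 were among the 65 nearest transcripts, ACAT2, HMGCS1, MVK, FDPS, FDFT1, LSS and DHCR7, where 0.054 were expected (Benjamini-Hochberg p = 3.7e-12 from Fisher's exact test). Of 13 genes of fatty acid and triglyceride synthesis, 6 were among them, ACLY, FASN, SCD, ELOVL5, ME1 and SREBF1 (Benjamini-Hochberg p = 2.8e-10). The hub genes in the score are members of these pathways, so nearness to it is not independent of the lists. Genes of each list were also correlated with each other (estimated correlation 0.44 and 0.34), which Fisher's test ignores, so both p values are too small. SCD had a rho of 0.85 with the cyan score and FASN 0.82. The purple score is the mean of PPP1R3C, G6PC, PPP1R3B, SLC25A25 and SGK1, some of which oppose each other (rho = -0.78 for PPP1R3C and G6PC). Nearness to that mean is therefore not nearness to each of these genes. The 85 transcripts nearest to it held 3 of 13 glucocorticoid receptor targets, FKBP5, SDS and ZBTB16 (Benjamini-Hochberg p = 0.0014), but the 50 nearest held FKBP5 alone (Benjamini-Hochberg p = 0.52). EIF4A1, a helicase of translation, was the nearest (rho = 0.57). PRMT5, an arginine methyltransferase, came next (0.54), and CEBPB, a transcription factor of gluconeogenesis and inflammation, was the sixth (0.53). EIF4A1 and PRMT5 are in no list and were chosen after their values were seen. With the first principal component of each module's hub genes in place of the mean, chosen after the values were seen, 8 pairs of module and list passed in place of 5, and the glucocorticoid receptor targets nearest to the purple component were IGFBP1 and MT1A (Benjamini-Hochberg p = 0.037), none of the 3 above.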

The 85 transcripts in the purple module were enriched in PXR/RXR activation, in contrast with the 65 transcripts in the cyan module, which encoded many genes associated with cholesterol biosynthesis (Fig. 4). The most connected hub genes in the cyan module were *ACACA, ACSS2, EBP, GPAM, GPAT* and *THRSP*. 

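ACSS2 and EBP had the highest correlation of the cyan hub genes over the 297 livers (rho = 0.78, r = 0.80), and 0.80 within number series. ACSS2 and GPAM followed at a rho of 0.62 and ACACA and ACSS2 at 0.57. The mean of the 6 pairs was 0.60, which 8 of 10000 matched lists with a median of 0.02 reached. The permutation p of each pair was 1e-05 for rho and r, the smallest possible, with the same value after adjustment over 23 pairs. THRSP and GPAT were not analysed here as hub genes, since the array table does not name them among the tested transcripts.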

Biochemical traits such as ALB, GLU and TG were correlated with the purple module. *PPP1R3C, G6PC, PPP1R3B, SLC25A25, SGK1* were the most connected genes in the purple module.

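The glycogen-targeting subunits PPP1R3C and PPP1R3B rose and fell together (rho = 0.86, r = 0.88), and both were opposed to G6PC, whose enzyme releases glucose from the liver. PPP1R3C and G6PC had a rho of -0.78 and an r of -0.72, and -0.76 within number series. SLC25A25 went with G6PC (rho = 0.73) and against PPP1R3B (rho = -0.70), and SGK1 went with SLC25A25 (rho = 0.56). Over the 10 pairs the mean size of rho, taken without sign after the values were seen, was 0.62, which 2 of 10000 matched lists reached, and the signed mean was -0.12, at the percentile 0.8, and -0.02 (percentile 21.3) after removal of 5 principal components. Each pair had a permutation p of 1e-05 for rho and r, the smallest possible, and the same value after adjustment. Leaving out the 2 farthest animals gave an r of 0.87 for PPP1R3C with PPP1R3B. PPP1R3C spanned the widest range of these genes, with an SD of 1.24 on the log2 scale around a mean of 9.38.

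**Figure D4:**
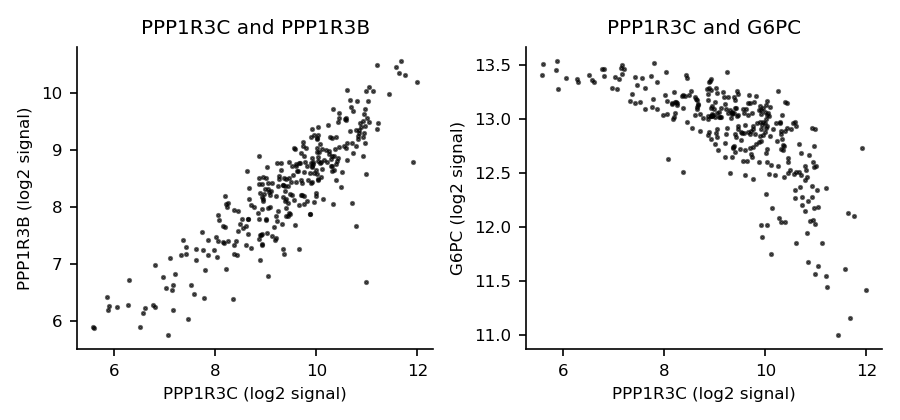
Log2 signal of PPP1R3C against that of PPP1R3B (left, rho = 0.86) and of G6PC (right, rho = -0.78) in the 297 livers; each point is 1 animal.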

### Hepatic eQTLs

A numerical summary of the whole-genome association study of gene expression levels in the liver (eQTL) is shown in Table 1. In total, 20517 significant eQTLs, corresponding to 1401 probe sets, reached the threshold of an FDR < 5% (*p* < 10^−7^). At this significance level, 11366 SNPs were associated with the expression of 1075 annotated transcripts, and 6865 eQTLs were identified as cis, belonging to 1028 probe sets (814 annotated transcripts) (Supplementary Table 3).

### Hepatic cis-eQTL and plasma haematological traits

The expression levels of 341 transcripts were significantly correlated with haematological traits associated with SNPs, revealing 2,439 eQTLs. Focusing on cis regulation, 808 cis-eQTLs were identified from 219 transcripts that were significantly correlated (FDR < 1%) with one of haematological traits (Supplementary Table 4). For traits associated with red blood cells we identified 47 annotated transcripts with eQTLs showing trait-correlated expression with RBCs, including 6 for HCT, 12 for HGB, 27 for MCV, 9 for MCH, 22 for MCHC and 1 for RDW loci. Superoxide dismutase 1 (*SOD1*) was one of the transcripts that were highly negatively correlated with HCT and RBC and exhibited a cis-eQTL with a *p*-value ranging from 6.08 × 10^−10^ to 6.41 × 10^−30^ (Fig. 5A). SNP ASGA012109 located in linkage disequilibrium regions of 205–206 Mb of chromosome 13 (Fig. 5B) was highly associated with *SOD1* levels (Fig. 5C). 

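SOD1, the cytosolic copper-zinc superoxide dismutase, is measured by 5 probe sets, and 1 of them varied far more over the 297 livers than the rest. Its mean was 7.20 ± 1.89 (SD, log2) with values from 1.38 to 10.06. The other 4 had means from 9.06 to 11.68 and SDs from 0.22 to 0.31. A mixture fit chose 2 normal components for the variable probe set, with means of 2.94 and 7.66 and shares of 9.9% and 90.1%, and 1 component for each of the other 4 probe sets. Genotypes were not analysed here, and no animal was assigned to one. The paper's text does not name the probe set behind Fig. 5.

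**Figure D5:**
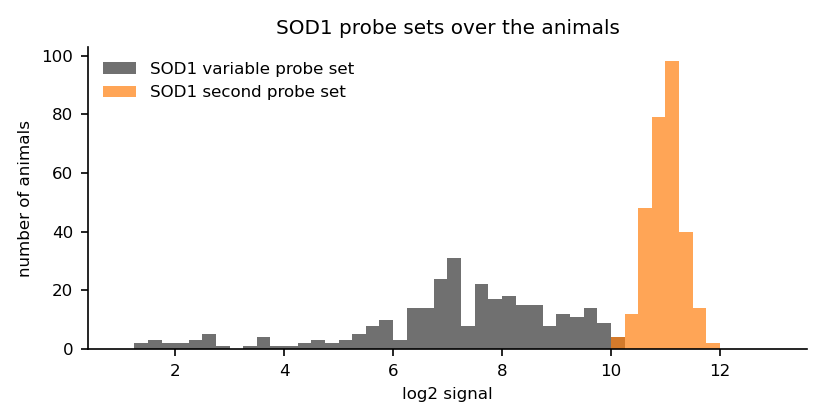
Number of animals by log2 signal of the variable SOD1 probe set (grey, SD 1.89) and of the SOD1 probe set with the next largest SD (orange, SD 0.31), 297 livers.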

Most of the annotated transcripts (72 transcripts) were correlated with the LYM and WBC. In total, we identified 5 annotated transcripts correlated with MPV and 2 annotated transcripts correlated with PLT and PCT. All liver transcripts with cis-eQTLs whose expression levels were correlated with haematological traits are presented as a network in Fig. 6.

### Hepatic cis-eQTL and plasma biochemical traits

There were 447 transcripts correlated with biochemical traits at a significant level of a 1% FDR, which were also associated with 3554 eQTLs, including 1148 cis-eQTL of 289 transcripts (Supplementary Table 5). Most of the transcripts were correlated with IP (120) followed by BUN (73) and CREA (62). We identified 24 transcripts correlated with ALB, 29 transcripts correlated with GLU, 33 transcripts correlated with TG, 12 transcripts correlated with TCHO and only 4 transcripts correlated with NH3. Some transcripts were correlated with more than one biochemical trait. A corresponding network of transcripts is shown in Fig. 7.

### Hepatic cis-eQTLs and body composition

A total of 152 transcripts whose expression levels were correlated with body composition traits presented 1582 eQTLs, including 645 cis-eQTLs of 106 transcripts (Supplementary Table 6). Most of the transcripts were correlated with carcass traits (body weight (172) and length (80)) at slaughter. The number of transcripts correlated with fat/muscle traits ranged from 6–104. 

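Of the genes that Supplementary Table 6 lists for LEA, FA or MFR, those named on the array were examined one by one. For LEA, 13 of 24 symbols were named, all 13 had the sign of the table, and 7 reached the largest p that the table lists, 0.000126. Among them were NSUN3, CAMK1D, a calmodulin-dependent kinase (rho = 0.31, FDR = 0.00031), MTM1, a phosphoinositide phosphatase (rho = 0.26, FDR = 0.0029), and GPT2. For FA, 8 of 9 named genes had the sign of the table by their probe set with the highest mean, and 6 had a probe set past that p. SLC5A4, a sugar transporter relative that senses glucose (rho = 0.25, FDR = 0.007), and MFAP3L, a membrane protein (rho = 0.25, FDR = 0.0082), were among these. WDYHV1, an amidase of the N-end rule pathway, had a rho of -0.19 by that probe set and of 0.20 by its other probe set. For MFR, 10 of 10 had the sign of the table and 6 a probe set past that p, among them STS, the steroid sulfatase (rho = 0.26, FDR = 0.0054). Within number series the counts past that p were 2 for LEA, 6 for FA and 10 for MFR, and the rho of MTM1 with LEA was 0.11.
The values in the table had been seen before the data were examined.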

A network of these transcripts is shown in Fig. 8.

### Genetic regulation of liver transcripts contributes to common immune and metabolic complex traits

The 1028 transcripts with cis-eQTL primarily belonged to the canonical pathways of LPS/IL-1 mediated inhibition of RXR function, xenobiotic metabolism signaling and glutathione-mediated detoxification. A total of 443 of the 1028 transcripts were correlated with one of these surrogate traits of immune and metabolic status with considerable overlap among the group of traits (Fig. 2B). A total of 114 transcripts overlapped between haematological and biochemical traits, while 46 transcripts were shared between biochemical traits and the body composition phenotype, and only 24 transcripts overlapped between haematological traits and the body composition phenotype. 

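KCTD2, a potassium channel tetramerisation domain protein, had a rho of 0.19 with FA (FDR = 0.081) and 0.20 with MFR (FDR = 0.093). TLR5, the receptor for flagellin, had a rho of 0.14 with FA (FDR = 0.29) and 0.11 with LEA (FDR = 0.26). SLC16A1, the monocarboxylate transporter for lactate and pyruvate, had a rho of 0.15 with LEA (FDR = 0.12). ACTR3B, a component of actin branching, had a rho of 0.13 with LEA (FDR = 0.18). LIPC, the hepatic lipase, had a rho of -0.02 with LEA (FDR = 0.85), 0.02 with FA (FDR = 0.95) and 0.03 with MFR (FDR = 0.97). None of these 5 genes passed for LEA, FA or MFR by the rank test, and at an unadjusted p under 0.05 stood KCTD2 and TLR5 with FA, KCTD2 with MFR, and SLC16A1 and ACTR3B with LEA. Supplementary Table 6 does not list these 5 genes for LEA, FA or MFR. The paper ties them to all types of traits, and its other body composition traits were not analysed here. Within number series KCTD2 had a rho of 0.22 with FA and SLC16A1 a rho of 0.02 with LEA. C5orf4 was not named on the array. Among the other genes that the paper lists here, TMSB10 passed with FA (rho = -0.28, FDR = 0.0017), and SORL1 did by a single probe set.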

Among the 443 transcripts, 13 were associated with the all types of traits belonging to 10 annotated genes, including *TLR5, KCTD2, SLC16A1, ACTR3B, SORL1, C5orf4, ABHD14B, TMSB10, MASP2* and *LIPC*.

## Discussion

The results of the present study provide a comprehensive dissection of the liver transcriptional landscape corresponding to clinical immune and metabolic markers. Furthermore, this is the first report of markers of immune and metabolic status and body composition correlated with hepatic mRNA expression profiles. Additionally, the co-expression of whole transcripts was analyzed using well-designed and characterized Snowball arrays^10^. WGCNA groups genes with similar profiles into modules and hub nodes that play important roles in many networks, and highly connected hub genes play an important role in biology and regulation as well^11^,^12^. Many hub genes identified in the present study, such as *SOCS3* and *JUNB* in the magenta module, have been reported as a key transcriptional modulators of macrophage phagocytosis and activation^13^. Hub genes in the purple module such as *PPP1R3B* and *PPP1R3C* act as glycogen phosphorylases in liver glycogen metabolism^14^. Other hub genes in the cyan module, such as *ACACA, GPAM, EPB* and *ACSS2*, play a significant role in lipid metabolism.

We assessed whole-genome expression in the liver to establish tissue-specific genetic variations that influence the function of immune-metabolism-correlated genes. The liver is a heterogeneous tissue with different cell types; more than 80% are hepatocytes, and the minor populations are cholangiocytes, stellate cells, endothelial cells and several hematopoietic cells. Variation in transcript abundance is possibly due to either variation of cell population or the change of cell functions. However, the tissue sampling was done from an identical anatomic site of healthy mature livers with a normal cell composition. Moreover, hepatic cell composition is stable and this study addresses the link of genetic variation and transcript abundance, with the first being independent from cell type. 

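Markers of some cell types of the liver varied together over the 297 livers more than random genes did. Collagens, ACTA2 and other markers of stellate cells and fibroblasts had a mean pairwise rho of 0.24, at the percentile 99.8 of matched lists, and a median SD of 0.55 on the log2 scale against 0.28. Markers of neutrophils and monocytes reached 0.35 (percentile 99.9), of endothelial cells 0.24 (99.6), of T and NK cells 0.22 (98.8), of Kupffer cells and macrophages 0.17 (97.8) and genes of periportal hepatocytes 0.24 (99.0). Hepatocyte markers such as albumin and transferrin had a mean rho of 0.07 (percentile 71.6) and a median SD of 0.14, below the 0.25 of matched lists. Cholangiocyte markers had a mean rho of 0.19 (percentile 95.9) with a median SD of 0.50, and pericentral genes 0.02 (percentile 58.5) with 0.49. Markers of B and plasma cells stood at the percentile 65.3, of erythroid cells at 92.2 and of platelets at 94.4. Skeletal muscle markers had a mean rho of 0.22 (91.9) and adipocyte markers 0.17 (88.8). With the first principal component of all transcripts, the score had a rho of -0.79 for skeletal muscle, -0.65 for neutrophils and monocytes and -0.46 for T and NK cells. It was -0.17 for Kupffer cells, -0.14 for stellate cells, -0.13 for endothelial cells and 0.10 for periportal genes. Marker variation was not computed after removal of components.
Of 14 marker lists, 6 stood in the upper 2.5% of 10000 matched lists, and 7 did so within number series. With FA, the stellate cell score had a rho of -0.152 (permutation p = 0.0098, FDR = 0.043, within number series -0.153) and the T and NK cell score -0.152 (permutation p = 0.0096, FDR = 0.043, within number series -0.112, FDR = 0.15). With MFR, the score of Kupffer cells and macrophages was -0.153 (permutation p = 0.009, FDR = 0.043, within number series -0.184). None of their members passed over all transcripts by the rank test, with 7, 5 and 3 of them at an unadjusted p under 0.05, and the adjusted p was 0.20, 0.30 and 0.17 with an estimated correlation. A score of transcripts does not count cells. The paper states that hepatic cell composition is stable.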

The variations represent the causal link between SNPs, gene expression and immune-metabolic status. To determine the genetic impact on expression, we focused on cis-eQTLs by considering SNPs located in genomic windows near the transcripts. These regions include promoters, enhancers and UTRs encompassing transcription factor-binding sites and regulatory elements^15^,^16^.

### Genetic regulation of liver transcripts and immune status

#### Erythrocytes

A potential role of erythrocytes as surrogate biomarkers of hepatic mitochondrial oxidative status in diverse oxidative conditions has been reported in an animal model^17^. Previous studies have reported that defects in enzymes involved in hepatic heme biosynthesis play a significant role in mitochondrial energetic metabolism, as shown in the Hmbs (−/−) mouse model, where mitochondrial respiratory chain complexes I, II and, III are significantly reduced^18^. Here, we demonstrated that hepatic energetic metabolism was correlated with haematological traits such as MCV, MCH and RBC.

In addition, the majority of transcripts correlated with erythrocyte traits showing significant cis-eQTL, such as Aconitase 1 (*ACO1*), Superoxide dismutase 1 (*SOD1*), and solute carrier family 19 member 2 (*SLC19A2*) were also related to the oxidative stress. ACO1 is a bifunctional, cytosolic protein involved in the control of iron homeostasis and the TCA cycle for energy metabolism^19^. In the present study, the transcript levels of *ACO1* were correlated with erythrocytes traits (RBC, MCH and MCV) with highly significant cis-eQTLs. Notably, iron homeostasis plays an essential role in the oxidative status of the cell, as pathological accumulation of iron might lead to the generation of additional reactive oxygen species (ROS) and oxidative stress^20^,^21^. SOD1 is one of the most important antioxidants and has a crucial impact on the lifespan and quantity of red blood cells in peripheral blood, as shown in *Sod1*-deficient (knockout) mice^22^. Accordingly *Sod1* knockout mice are unable to compensate for oxidative stress triggers, resulting in dysfunction of the proteasomal system and accelerated accumulation of damaged proteins. Mutation of the mouse *Sod1* gene (knockout) decreases the number of erythrocytes and quantity of peripheral blood red blood cells^22^. A recent study reported that oxidative-stress triggers dysfunction of the proteasomal system and accelerates the accumulation of damaged proteins, leading to a shortened lifespan of RBCs and, hence, anemia in Sod1-deficient mice^23^. In the present study *SOD1* was found to be highly negatively correlated with HCT and RBC and exhibited a cis-eQTL. The associated SNPs were located between 727 bp to -496 bp from the start codon of *SOD1*. SLC19A2 encodes a thiamine transporter protein. Thiamine also plays a role in reducing cellular oxidative stress via bridging the energy-producing glycolytic and pentose phosphate metabolic pathways, which is critical for generating ferric-reducing/antioxidant chemical-reducing power in cells^24^,^25^. Mutation of the mouse *Slc19a2* gene (homozygous knockout) also decreases the number of erythrocytes in mice^26^. In the present study, the cis-eQTL of *SLC19A2* was positively correlated with RBC and negatively correlated with LYM, consistent with a previous report. Apparently, the role of the liver in controlling the oxidative status of mitochondria (i.e. balancing metabolism induced production of ROS and the immediate detoxification of reactive intermediates) has a crucial effect on erythrocyte traits.

We identified significant associations of genetic variants with ribosomal protein gene and erythrocyte traits. *RPL27A* have a strong cis-eQTL (1.09 × 10^−25^–1.41 × 10^−11^) and its expression levels were found to be correlated with erythrocyte traits, such as RBC and MCV. A group of pathologies have been associated with ribosome defects, among which Diamond-Blackfan anemia (DBA) is the best studied, showing common clinical features including anemia, low reticulocyte counts, and macrocytic erythrocytes^27^,^28^,^29^. Hematocrit level (HCT) and RBC were shown to be highly correlated with Rho guanine nucleotide exchange factor 10 (*ARHGEF10*), and SNPs located within the 1 Mb windows of this gene were associated with its expression levels in the present study. The *ARHGEF10* gene was significantly associated with atherothrombotic stroke, which occurs when a blood clot forms on an atherosclerotic plaque within a blood vessel and blocks blood flow^30^. The SNP rs4376531 affects *ARHGEF10* transcriptional activity, reflecting differences in Sp1-binding affinity^30^. We demonstrated a relationship between erythrocytes and the genetically regulated expression levels of *ARHGEF10,* but the function remains elusive.

#### Leukocytes

A major function of the liver is to manufacture and secrete substances that are transported via the systemic circulation. Indeed, local inflammatory or injurious processes in the liver, e.g., after partial hepatectomy and during hepatic fibrosis, largely affect leukocyte-mediated activity throughout the body^31^. Kupffer cells, which are specialized macrophages in liver, are activated upon liver infection and injury, and leukocytes, which release pro-inflammatory cytokines such as tumor necrosis factor (TNF), and reactive oxygen^32^, also regenerate IL-6 and IL-10.

We identified *SAA1*, which encodes serum amyloid A (SAA), a major acute-phase protein primarily synthesized and secreted in the liver, as a strong cis-eQTL and demonstrated that the expression of *SAA1* was correlated with LYM. SAA has been reported as a chemoattractant for phagocytes and mast cells^33^,^34^, exhibits cytokine-like properties^35^ and induces T lymphocyte migration and adhesion to endothelial cells^36^ during the acute-phase response. LBP encodes a protein involved in the acute-phase immunologic response to Gram-negative bacterial infections and is primarily induced in the liver^37^. A previous study indicated that mutations in the lipopolysaccharide-binding proteins impair innate immunity through reduced binding to LPS and lipopeptides and reduced cytokine responses and concentrations in pneumonia^38^. Here, we identified SNPs surrounding the LBP transcript that were associated with its expression levels and LBP expression levels were correlated with the LYM. Thus, not only structural variation but also the expression of LBP might play a significant role in innate immune response. SORL1, also known as LR11, encodes a mosaic protein belonging to the vacuolar protein sorting 10 (VPS10) domain-containing receptor family and the low-density lipoprotein receptor (LDLR) family. Soluble LR11 (sLR11) is released through proteolytic shedding. Circulating sLR11 is a biomarker for atherosclerosis, coronary stenosis, diabetic retinopathy and acute leukemia^39^,^40^,^41^,^42^. A role for CD9 in the shedding of LR11 in leukocytes has also been reported^43^. We identified a cis-eQTL for *SORL1* and showed negative correlation of its expression with LYM. *TNFRSF11B* (tumor necrosis factor receptor superfamily member 11b) encodes a protein belonging to the TNF-receptor superfamily. Studies in a mouse counterpart also suggested that this protein and its ligand play a role in lymph node organogenesis and vascular calcification^44^,^45^. A cis-eQTL of *TNFRSF11B* was also identified in the present study, and its transcription levels were highly correlated with WBC (r = 0.329, p = 1.85 × 10^−8^).

#### Platelets

Platelets are small anucleate blood elements involved in hemostasis and thrombosis and immune responses^46^. The intravenous injection of low levels of lipopolysaccharide (LPS) into mice induces the accumulation of platelets in the liver, which eventually return to the circulation or undergo degradation^47^. The complement system is involved in this degradation. The interactions between platelets and the complement system are complex; platelets can activate complement and vice-versa^48^. In the present study, only a few liver transcripts were correlated with platelets, and most of these transcripts belonged to the coagulation system and the complement system. Mannose-binding lectin (*MBL2*) encodes mannose-binding protein and is capable of activating the complement pathway. The expression of complement factors during infection is tissue specific, and complement expression in the liver results from a systemic acute-phase response to infection^49^. Polymorphisms in *MBL2* have been associated with susceptibility to infectious diseases and immune traits as well as complement activity^50^,^51^,^52^. In the present study, a significant positive correlation between platelets and *MBL2* transcript levels (PCT and PLT, r = 0.25 *p* = 4.19 × 10^−5^) was detected. Although some reports have emphasized a role of platelet interactions with the complement system, the direct role of *MBL2* remains unknown^53^,^54^. The genetic regulation of *MBL2* transcripts might affect platelet traits and, ultimately, immune status. The α1,2-fucosyltransferase I (FUT1) enzyme is important for the biosynthesis of membrane glycoproteins that play a role in various inflammatory reactions^55^. In pigs, *FUT1* is associated with resistance to E.*coli* F18 infection and the expression of various defense pathways^56^,^57^. In the present study, *FUT1* was shown to exhibit a cis-eQTL (*p* = 2.2 × 10^−12^), and its transcripts levels were significantly positively correlated with platelets (MPV, r = 0.234, *p* = 9.11 × 10^−5^).

### Genetic regulation of liver transcripts and metabolic status

Hepatic genes are involved in a variety of physiological processes. Many transcripts can be regulated through nuclear hormone receptors including retinoid X receptor α (RXRα), liver X receptor (LXR), farnesoid X receptor (FXR), retinoic acid receptor (RAR), constitutive androstane receptor (CAR), pregnane X receptor (PXR) and peroxisome proliferator-activated receptor (PPAR). One peculiar characteristic of some of these receptors is their ability to regulate not only the metabolic system but also the innate and adaptive immune systems^58^,^59^.

We observed a highly significant enrichment of transcripts associated with LXR/RXR, PXR/RXR and FXR/RXR activation among those transcripts correlated with biochemical and body composition traits, consistent with a previous study on liver expression relation to body composition in other pig breeds^6^. These pathways play an important regulatory role in the metabolism of carbohydrates, fatty acids and cholesterol^60^.

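Nuclear receptors that pair with RXR, genes that they control and, apart from these, cholesterol synthesis were examined as lists against the 3 body composition traits at hand. The transcript level of a receptor does not measure its activation. The 18 measured receptors and cofactors had scores with a rho of -0.039 with LEA (permutation p = 0.51), -0.001 with FA (p = 0.99) and 0.018 with MFR (p = 0.77). NCOR1, a corepressor of these receptors, was the 1 member past the FDR over all transcripts, with LEA (rho = -0.26, FDR = 0.0034), and NR1I2, the PXR itself, had a rho of 0.18 with LEA (FDR = 0.052). The 18 LXR targets and genes of lipoprotein transport had a rho of 0.007, -0.007 and -0.009 with LEA, FA and MFR. Bile acid synthesis and transport, which FXR controls, had a rho of -0.006, 0.126 (permutation p = 0.031, FDR = 0.10) and 0.115 (permutation p = 0.050, FDR = 0.15) over 8 measured genes of 15. Cholesterol synthesis had -0.085, 0.107 and 0.114 (FDR = 0.30, 0.18 and 0.15), and passed within number series at -0.150, 0.170 and 0.180 (FDR = 0.042, 0.021 and 0.016). CES1, a carboxylesterase of drug and lipid metabolism, was lower with LEA (rho = -0.23, FDR = 0.0084). Within number series the rho with LEA was -0.06 for NCOR1 and -0.09 for CES1. By the pooled score none of these 4 lists passed an FDR of 5% with any of the 3 traits.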

Methylmalonic aciduria cblB type (*MMAB*) encodes a protein that catalyzes the conversion of vitamin B12 to adenosylcobalamin. MMAB affects TG levels through adenosylcobalamin and methylmalonyl-CoA mutase^61^. MMAB has been associated with TG levels^62^. In the present study, the transcripts levels of *MMAB* were found to be negatively correlated with TG and *MMAB* exhibited a cis-eQTL.

BUN is the major nitrogenous product of protein and amino acid catabolism and reflects the balance status of amino acids. The protein is often used as an indicator of kidney and liver function. We identified transcripts with cis-eQTL, such as *SORL1, LTBP1*, and *ABHD14B* whose expression was correlated with fat traits and BUN. 

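SORL1, a sorting receptor of the LDL receptor family, rose with FA by 1 of its probe sets (rho = 0.25, FDR = 0.0064, r = 0.24) and not by the other, which had the higher mean (rho = 0.19, FDR = 0.07, r = 0.19). ABHD14B, a hydrolase of the cytosol, had a rho with FA of 0.23 (FDR = 0.013) and 0.20 (FDR = 0.056) by its probe sets. LTBP1, which binds latent TGF-beta in the matrix, had a rho with FA of -0.22 by each of 2 probe sets (FDR = 0.022 and 0.027) and -0.12 by the third (FDR = 0.44). Permutation p of rho and r for the first SORL1 probe set was 4e-05 and 6e-05. Within number series its rho was 0.22, that of ABHD14B 0.25 and 0.22, and that of LTBP1 -0.21 and -0.22. FDR values are over the 24909 transcripts. BUN was not analysed here.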

Low BUN indicates a good balance of amino acids and suggests relatively low urea synthesis and hydration in the liver and a relatively high dietary protein efficiency^63^. Moreover, genetically regulated transcripts such as *SORL1, LTBP1* and *ABHD14B* play a significant role in both metabolic and immune processes. These transcripts might be pleiotropic genes whose genetic pathways are common to obesity, amino acid balance and immune traits.

There is increasing evidence that the complement system plays an important role in diabetes. In particular, mannose-binding lectin (MBL) levels are elevated in diabetes patients^64^. As previously described, *MBL2* transcript levels are significantly positively correlated with platelets, and negatively correlated with creatinine levels. *MASP2* encodes a member of the peptidase S1 family of serine proteases and cleaves complement components C2 and C4 to generate C3 convertase in the lectin pathway of the complement system. Polymorphisms in *MASP2* genes are associated with protein serum levels and functional activity and with susceptibility to or protection against infectious diseases^65^. Significantly higher MASP2 levels are found in children and adults with type 1 diabetes mellitus^66^. 

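MASP2, the serine protease that starts the lectin pathway of complement, was measured by 2 probe sets. With MFR these had a rho of -0.20 (FDR = 0.076, r = -0.20) and -0.21 (FDR = 0.046, r = -0.24), which did not pass 1%. The permutation p of rho was 0.00057 and 0.00033 and that of r 0.00043 and 3e-05. Within number series both were negative (-0.21 and -0.23), and without the 2 farthest pigs they were -0.19 and -0.20. CFB, a protease of the alternative pathway, passed with MFR (rho = -0.26, FDR = 0.006). The list of complement and coagulation had a rho of -0.194 with MFR (permutation p = 0.001, FDR = 0.0084), an adjusted p = 0.10 with an estimated correlation, and a rho of -0.089 (FDR = 0.29) with the score of X-linked genes as a covariate, chosen after seeing the data.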

In the present study, the expression levels of *MASP2* were found to be positively correlated with leukocytes and negatively correlated with ALB, BUN, TCHO and MFR, further supporting the role of *MASP2* in immune and metabolic processes. 

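The actin-binding peptide that TMSB10 encodes holds actin in its monomeric form. The TMSB10 transcript fell with FA (rho = -0.28, FDR = 0.0017, r = -0.26), with the same sign in 8 of 9 number series and a rho of -0.24 within series. The permutation p of rho and r was 1e-05, the smallest possible, and rho was -0.27 without the 2 farthest pigs. With MFR the rho was -0.23 (FDR = 0.021) and with LEA -0.04 (FDR = 0.75). The other fat traits were not analysed here.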

Thymosin beta 10 (*TMSB10*) was shown to be correlated with haematological, biochemical and body composition traits, and the transcript levels of *TMSB10* were positively correlated with leukocytes and negatively correlated with erythrocytes, ALB, BUN and all fat traits. This finding is consistent with previous reports of the correlation of *TMSB10* with insulin-stimulated sprouting and adipose tissue expansion^67^.

## Conclusions

In summary, the analysis of transcript profiles together with information on their genetic regulation provide a new resource for understanding genotype-phenotype mapping associated with hepatic gene expression and the physiological processes of immune, metabolic and body composition traits. Analyses of genetically regulated transcripts and the correlations of liver transcript levels with immune and metabolic as well as body composition traits enable the complexity of this system to be captured and visualized. The liver transcripts whose biological and genetically pathways are common to immune and metabolic status were demonstrated. Our analyses of trait-correlated hepatic expression and eQTL detection complement genome-wide association studies for immune and metabolic traits. This detailed analysis highlighted numerous candidate genes common to both systems.

## Material and Methods

### Animals, sample collection and phenotype measure

Animal care and tissue collection procedures followed the guidelines of the German Law of Animal Protection, and the experimental protocol was approved by the Animal Care Committee of the Leibniz Institute for Farm Animal Biology. Performance-tested pigs of German Landrace pigs were used for GWAS of liver transcript levels (n = 297). Liver samples were collected from pigs at an average age of 170 days. Veterinary inspection of the carcasses and organs after slaughter confirmed lack of any impairments, disease symptoms and pathological signs to avoid any bias of blood phenotypes. The haematological and biochemical traits were determined using an automated analyzer device (ABX Pentra 60 HORIBA, Montpellier, France; (Fuji DriChem 4000i, FujiFilm, Minato, Japan).

### SNP genotypes

Genotyping was performed using the PorcineSNP60 BeadChip (Illumina Inc., San Diego, CA, USA) per manufacturer’s SNP Infinium HD assay protocol. In brief, DNA was amplified, fragmented, and hybridized to the PorcineSNP60 BeadChip containing 62163 locus-specific 50-mers. Single-base extension of captured oligos incorporated labels that were detected by Illumina iScan, and images were subsequently converted to intensity data. Intensity data were normalized and assigned a cluster position, genotype, and quality score with GenomeStudio software (Illumina Inc.). Samples with call rates <99% were removed. Markers with low minor-allele frequency (<5%) as well as those that strongly deviated from Hardy-Weinberg equilibrium (p < 0.0001) were also excluded. The average call rate for all samples was 99.8% ± 0.2. The markers of the 60 K chip were mapped to the porcine reference genome, Sscrofa 10.2.

### mRNA microarray analysis

Total RNA was isolated from the liver of 297 animals using TRI Reagent (Sigma, Taufkirchen, Germany). The RNA was amplified using Ambion WT Expression Kit (Affymetrix). Subsequently, 5.5 μg of the resulting cDNA was fragmented and labeled using the Affymetrix Terminal Labeling Kit. The fragmented cDNA was hybridized to the microarray using the Affymetrix Hybridization, Wash and Stain Kit and Affymetrix standard protocols.

Porcine Snowball Microarrays (Affymetrix) containing 47,880 probe-sets were used to determine the expression profile. Expression Console software was used for robust multichip average (RMA) normalization and the detection of present genes by applying the DABG (detection above background) algorithm. Further filtering was done by excluding transcripts with low signals and probes that were present in less than 80% of the samples. 24,909 probes passed the quality filtering and were used for further analyses. Expression data are available in the Gene Expression Omnibus public repository (GEO accession number GSE83932: GSM2221843-GSM2222139).

### Data pre-processing

After quality control and filtering the expression data were further pre-processed to account for systemic effects. Mixed-model analyses of variance using JMP Genomics (SAS Institute) were used for adjustment. The genetic similarity matrix between individuals was computed as identity by descent of each pair for the k-matrix and used as a random effect. For control of population stratification, top principal components (PC) which explain variation of more than 1% were considered as covariates. In total 17 PCs were included as covariates. Gender was considered as a fixed effect, and carcass weight was used as a covariate. The residuals were retained for further analysis.

### eQTL of mRNA

Analyses of eQTLs were conducted using the R-package ‘Matrix eQTL´ for testing the association between each SNP and residual of transcript abundancies by modeling the effect of genotype as least squares model (Shabalin; 2012). ‘Matrix eQTL’ performs a separate test for each gene - SNP pair and corrects for multiple comparisons by calculating FDR^68^. Annotation and localization of SNP sites and probe-sets (Ensembl_Sscrofa_10.2) allowed discrimination of cis- and trans-regulation. We defined an eQTL as ‘cis’ if an associated SNP was located within an area less than 1 Mb from the probe set/gene. The associations of transcript levels with haematological, biochemical and end production traits were evaluated estimating spearman coefficient of correlation (r) and corrected for multiple comparisons by calculating FDR^68^.

### Weighted Gene Co-expression Network Analysis (WGCNA)

A weighted gene co-expression network was constructed using normalized gene expression data of 297 livers with the blockwise Modules function of the WGCNA package in R^69^. The blockwise Modules function allows the entire dataset of 24,909 probe-sets to be utilised in the construction of the weighted gene co-expression network^12^. Module–trait associations were estimated using the correlation between the module eigengene and the phenotype. Within each module, the intramodular connectivity of each gene was evaluated using two methods, defined as module membership (MM) and the soft connectivity (K). Module membership (MM) is defined as the correlation of expression profile (xi) and each module eigengene (ME), 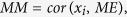 The intramodular soft connectivity (K) is defined as, 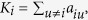 which is the sum of all pairwise adjacencies of a gene to all other genes in the module. Genes within each module were then ranked using both the absolute value of module membership and the intramodular soft connectivity, which enables further identification of key players in the regulation network, defined as hub genes.

## Additional Information

**How to cite this article**: Ponsuksili, S. *et al*. Genetically regulated hepatic transcripts and pathways orchestrate haematological, biochemical and body composition traits. *Sci. Rep.* **6**, 39614; doi: 10.1038/srep39614 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Figures and Tables

**Figure 1:**
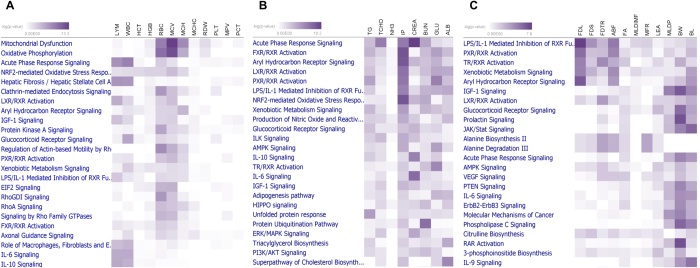
Canonical pathways of transcripts correlated with (**A**) haematological traits, (**B**) biochemical traits, and (**C**) body composition phenotype. Heatmap displaying the correlation of transcripts related to canonical pathways with phenotypes; intensity of color indicates significance from light to dark.

**Figure 2:**
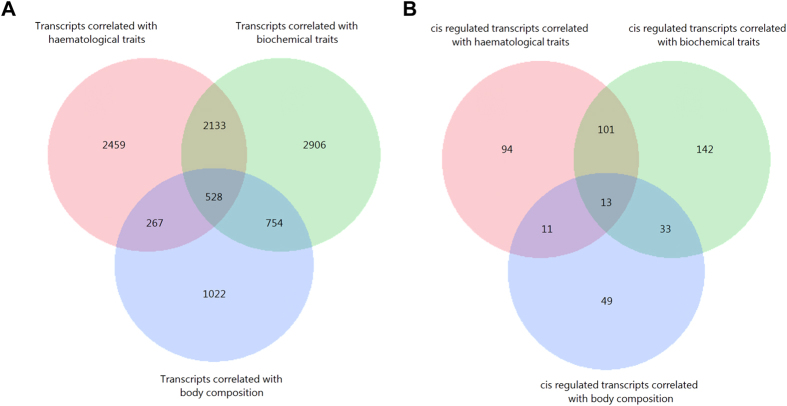
Venn diagrams displaying numbers of trait-correlated transcripts. (**A**) Number of liver transcripts correlated with haematological and biochemical traits as well as body composition traits. (**B**) Number of liver transcripts correlated with haematological and biochemical traits as well as body composition traits with cis eQTL effect.

**Figure 3:**
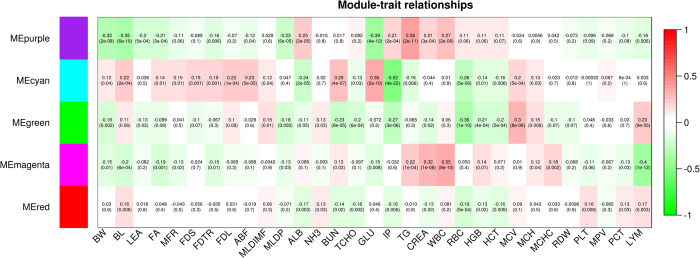
Correlation matrix of module eigengene values obtained for mRNAs and phenotypes. Weighted gene co-expression network analysis (WGCNA) groups genes into modules based on patterns of gene co-expression. Each of the modules was labelled with a unique color as an identifier. 5 modules show highly significant correlation with body composition, biochemical and haematological traits. Within each cell, upper values are correlation coefficients between module eigengenes and the traits; lower values are the corresponding p-values.

**Figure 4:**
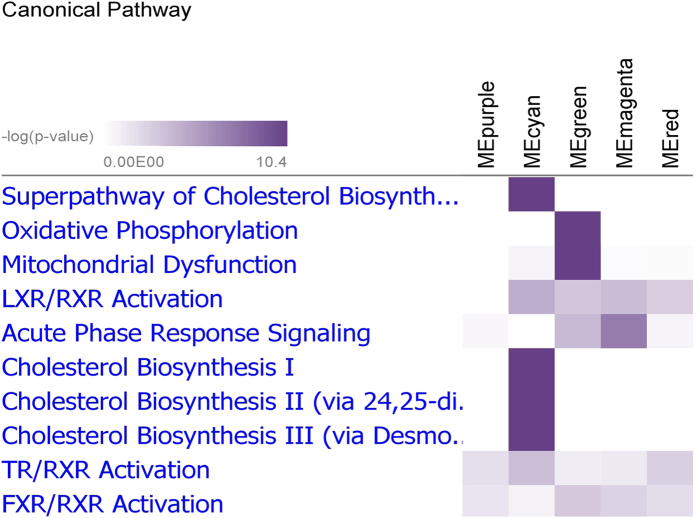
Canonical pathways of the modules whose eigenvalues correlated with the surrogate traits. Heatmap displaying the correlation of modules of trait-correlated and co-expressed transcripts with canonical pathways; intensity of color indicates significance from light to dark.

**Figure 5:**
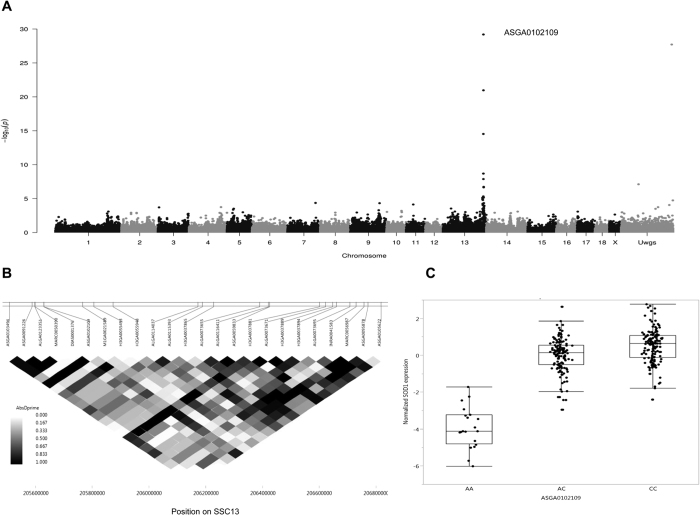
Genome wide association of *SOD1* transcript level. (**A**) Manhattans plot of cis-eQTL of *SOD1* and highly associated with SNP ASGA0102109 at 205.6 Mb of pig chromosome 13 (SSC13). (**B**) Linkage disequilibrium regions range from 205–206 Mb of SSC13 while *SOD1* star position at 205.6 Mb. (**C**) Genotype of ASGA0102109 loci show associated with *SOD1* transcript levels.

**Figure 6:**
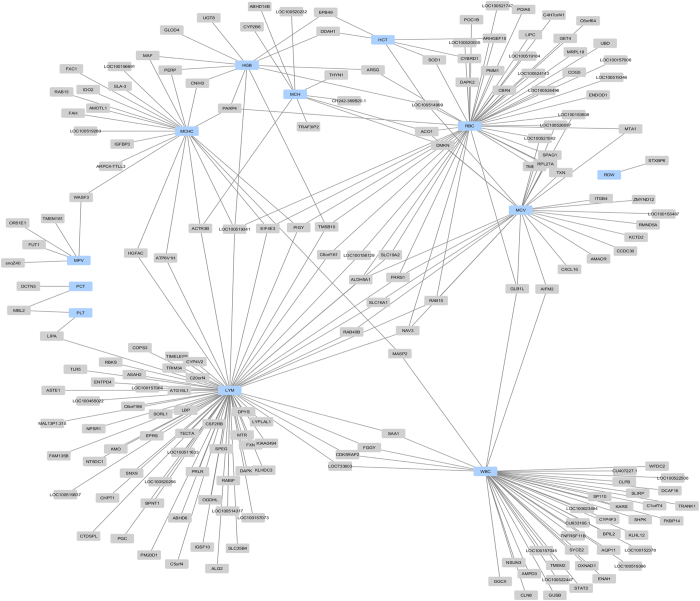
A network of all liver hepatic transcripts with cis-eQTLs and expression levels correlated with haematological traits. Each node represents a haematological traits (blue) connected with various transcripts (grey). Some of the transcripts are connected with more than one node.

**Figure 7:**
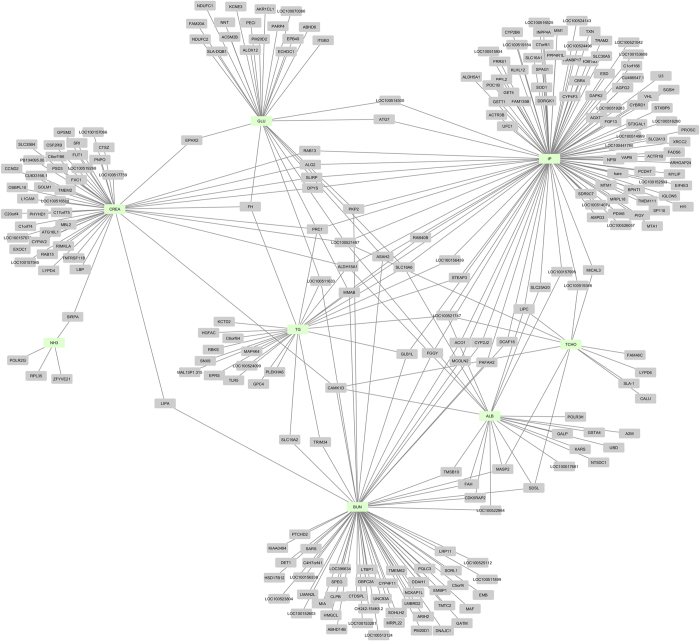
A network of all liver hepatic transcripts with cis-eQTLs and expression levels correlated with biochemical traits. Each node represents a biochemical traits (green) connected with various transcripts.

**Figure 8:**
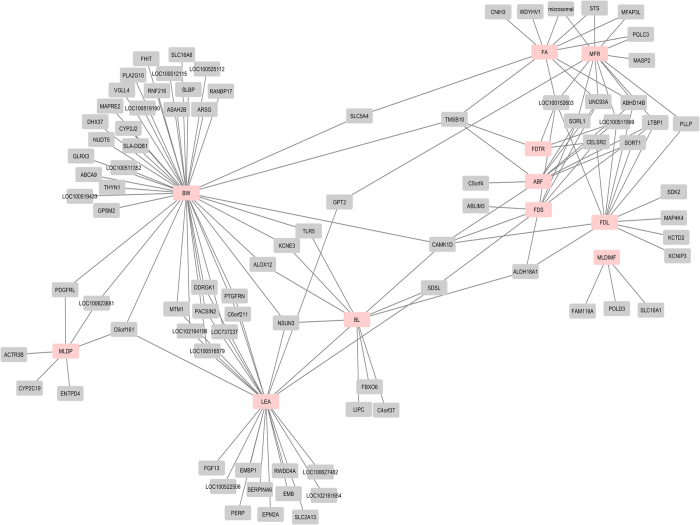
A network of all liver hepatic transcripts with cis-eQTLs and expression levels correlated with body composition traits. Each node represents a body composition traits (red) connected with various transcripts (grey). Some of the transcripts are connected with more than one node.

**Table 1:** Numerical summary of the whole-genome association study of gene expression levels in liver (eQTL) at significant levels of FDR < 5% (*p* < 10^−7^).

	eQTL (transcripts)
No. of samples	297
Total transcripts	24909
Total SNP	48909
No. of eQTL*	20517 (1401)
No. of *cis*-eQTL**	6865 (1028)
No. of trans-eQTL***	13652 (1040)

^*^Number of genes whose transcript abundance is regulated by the eQTL.

^**^Localization of SNP sites and probe-sets based on Sscrofa_10.2 were considered to define ‘cis´ as windows of 1 Mb.

^***^Number of trans eQTL and eQTL of transcripts which are still not annotated and/or at unknown positions.

# Supplementary material for: Genetically regulated hepatic transcripts and pathways orchestrate haematological, biochemical and body composition traits
**Source:** Sci Rep. 2016 Dec 21;6:39614. doi: 10.1038/srep39614
**Supplement:** Supplementary Table 1

## Genetically regulated hepatic transcripts and pathways orchestrate haematological, biochemical and body composition traits

Siriluck Ponsuksili1, Nares Trakooljul2, Frieder Hadlich1, Fiete Haack1, Eduard Murani2 and Klaus Wimmers2*

Wilhelm-Stahl-Allee 2

18196 Dummerstorf, Germany

Supplementary Table 1.

Definitions of traits, numbers of sample, raw means, standard deviations for each of haematological, biochemical and body composition traits.

| Traits | Definitions of traits | | | | Mean±SD (N=297) | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| WBC (10³/mm³)  LYM (#)  RBC (106 /mm³)  HGB (g/dl)  HCT (%)  MCV (µm³)  MCH(pg)  MCHC (g/dl)  RDW (%)  PLT (10³/mm³)  MPV (µm³)  PCT(%) | | | White blood cell count  Lymphocytes count  Red blood cell count  Hemoglobin concentration  haematocrit level  Mean Corpuscular Volume  Mean Corpuscular Haemoglobin  Mean Corpuscular Haemoglobin Concentration  Red Distribution Width  Platelets  Mean Platelet Volume  Plateletcrit | 20.06±4.7  8.28±1.9  8.06±0.7  13.75±1.2  43.57±3.2  54.15±2.8  17.11±1.3  31.57±1.4  15.95±1.3  304.32±72.5  7.47±0.5  0.22±0.05 | | |  |
| ALB (g/dl)  NH3 (µg/dl)  BUN (mg/dl)  TCHO (mg/dl)  TG (mg/dl)  GLU (mg/dl)  IP (mg/dl)  CREA (mg/dl) | | Albumin concentration  Ammonia nitrogen concentration  Blood urea nitrogen concentration  Total cholesterol  Triglyceride concentration  Glucose concentration  Inorganic phosphorus concentration  Creatinine concentration | | 4.35±0.3  83.13±19.7  14.31±3.9  85.86±12.7  41.64±13.4  131.50±19.5  8.31±1.2  1.33±0.2 | | |  |
| loin eye area (LEA) [cm2] | | area of *M. longissimus dorsi* (Mld) at 13th/14th rib | | 43.71±5.9 | |  | |
| fat area (FA) [cm2] | | fat area on Mld at 13th/14th rib | | 14.08±5.2 | |  | |
| meat to fat ratio (MFR) | | ratio of meat and fat area | | 0.33±0.1 | |  | |
| fat depth at shoulder (FDS) [cm] | | depth of fat and skin on muscle, mean of 3 measures at thickest point | | 3.42±0.5 | |  | |
| fat depth at tenth rib (FDTR) [cm] | | depth of fat and skin on muscle, mean of 3 measures at thinnest point | | 1.70±0.4 | |  | |
| loin fat depth at loin (FDL) [cm] | | depth of fat and skin on muscle, mean of 3 measures at thinnest point | | 1.47±0.4 | |  | |
| average back fat (ABF) [cm] | | mean value of shoulder fat depth, back fat tenth rib and loin fat depth | | 2.20±0.4 | |  | |
| Intramuscular fat content (MLDIMF) % | | Intramuscular fat content of Mld at 13th/14th rib | | 1.20±0.5 | |  | |
| Protein content (MLDP) % | | Protein content of Mld at 13th/14th rib | | 22.93±0.4 | |  | |
| Body weight (BW) [kg] | | Body weight at slaughter | | 83.95±7.0 | |  | |
| Body length (BL) [cm] | | Body length at slaughter | | 100.54±3.3 | |  | |
|  | |  | |  | |  | |

How the deposited data were processed for this re-analysis (not part of the article)

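Liver RNA of 297 pigs was hybridised to Affymetrix Snowball arrays, 1 array per animal. The deposited values are log2 signals that the authors made by the robust multichip average over all arrays, per the study's methods. The labels of the samples gave an animal number, LEA, FA and MFR. All 3 traits were present for 289 animals and absent for 8 animals. Genotypes, sex, carcass weight, haematological and biochemical traits were not used here. The residuals that the study correlated could not be formed, since the genetic similarity matrix, the 17 components, gender and carcass weight behind them were not used here. No read depth applies to arrays, and their number limits the precision.

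Of 47845 probe sets 123 controls were left out. The study tested transcripts present in 80% of samples, and in place of this the 24909 transcripts with the highest 20th percentile of signal were kept. Symbols came from the array annotation of the deposited platform table. Spearman correlations of each transcript with each trait were computed over 289 animals with p from the t distribution, and Benjamini-Hochberg adjustment over the 24909 transcripts, with calls at an FDR of 1%. For single genes and list scores 100000 permutations with both tails counted were drawn, and 1e-05 is the smallest p they can give. Gene lists were written from general knowledge and from the hub genes that the study names. Some of their themes match pathways that the paper reports for these pigs. They were fixed, with the main test and the alternatives, before the data were examined, and the genes of the text were chosen by a rule fixed then as well. The rule takes for each trait the 10 transcripts with a symbol and the smallest p in each direction among those past the FDR, every gene that the study names for these traits, the hub genes, SOD1 and the members of the gene lists. Values in the study's supplementary tables had been seen by then. Lists of at least 3 measured genes were tested, 43 in all, against 3 traits, at an FDR of 5% over 129 tests. A list's members were also adjusted over the list alone at an FDR of 1%. As a competitive test, cameraPR of limma was run on the correlations, with a preset correlation between genes and with an estimated one.

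Animal numbers with the same first 2 digits made 9 number series, which served as blocks. Alternatives were Pearson correlation, regression with limma, ranks centred within number series, removal of 5 or of 17 principal components of the expression values, leaving out the 2 pigs farthest from the median of the trait, odd numbers (139 pigs), even numbers (150 pigs), the numbers from 2800 on, adjustment over the 3 traits together, an unadjusted p up to 0.000126, all probe sets, and the 12455 transcripts in the upper part of mean signal. A covariate from the XIST transcript was planned and could not be run, because the array names no XIST. Chosen after the data had been seen were number series with 5 components together, the numbers below 2800, the score of X-linked genes as a covariate in 2 forms, a score of the 6 X-linked genes not seen beforehand, the first component of hub genes, the mean rho without sign, and all 5 SOD1 probe sets side by side. No animal was assigned a sex or a genotype.

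Mean pairwise correlations of hub genes and of cell type markers were compared with 10000 random lists matched on mean signal in 20 bins. The 85 transcripts nearest to the purple and the 65 nearest to the cyan hub gene score were tested against the lists by Fisher's exact test. These are the module sizes that the study gives. For the magenta and red modules, whose sizes its text does not give, 85 were taken as well. Mixtures of normal distributions were fitted with mclust and chosen by BIC. The count of called transcripts was recomputed for 100 orders of each trait, the real one included.

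The test was tried on simulated data after the real values had been analysed. Correlations of 0.2, 0.3 and 0.4 were added to 200 transcripts in 10 simulations, and 29.0%, 87.3% and 100% of them were called for FA, with a median of 0 false calls and at most 7. At 0.2 the share was 26.0% for LEA and 22.5% for MFR. Pigs were shuffled freely against the traits, so false calls from differences between number series were not measured. With 100 orders of each trait, a random order gave up to 3628 calls for LEA and 2420 for MFR. Software was R 4.3.3 with limma 3.58.1 and mclust 6.1.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.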

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

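The mixture fit for a difference in sex was chosen before its result was seen, and the list of X-linked genes was written after KDM6A, EIF2S3, TXLNG and MED14 had been seen among the called transcripts. By the rule written beforehand, 2 or more components counted for a difference in sex. Fits of log2 values and fits without principal components were not part of that rule. The reading that the question stays open was decided after the BIC gains of 17.3 and 40.2 had been seen. The tests within number series, with the covariate, with random lists and of the 6 X-linked genes not seen beforehand were chosen only after the results were seen.

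Among the 22813 probe sets under the signal filter, a filter that stands in for the study's detection calls, 49 were correlated with LEA (32 positive, 17 negative), 14 with FA (9 and 5) and 18 with MFR (9 and 9) at an FDR of 1% over all probe sets. They stand here because they lie outside the transcripts tested here, and which of them the study tested is not known.

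Some genes on the X chromosome that are known to escape X inactivation fell with fat. They stand here because the paper does not discuss them. STS, known to escape in humans, is not in the list and rose with MFR (rho = 0.26, FDR = 0.0054). Whether STS or the listed genes escape in the pig, and whether the Y chromosome of the pig carries STS, was not examined. Of 12 listed genes 10 were measured, and by the probe set with the highest mean 3 of the 10 were lower for FA over all transcripts, for MFR 4. With LEA 3 were higher. KDM6A, TXLNG (rho = -0.26 with FA) and EIF2S3 were the 3 for FA, and MED14 joined them for MFR (rho = -0.27). The mean score of the 10 genes had a rho of -0.280 with FA, -0.328 with MFR and 0.272 with LEA, with an r of -0.256, -0.312 and 0.264. As 4 of the 10 were seen before the list was written, no p of this score is given. A score of the other 6, none of them past the FDR by the probe set with the highest mean (USP9X passed with LEA by another, FDR = 0.0037), had a rho of -0.156 with FA (permutation p = 0.0079), -0.195 with MFR (permutation p = 0.00074) and 0.173 with LEA (permutation p = 0.0034), and of -0.233, -0.227 and 0.112 within number series (permutation p = 5e-05, 9e-05 and 0.056).

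Differences between number series are argued against, since the rho with FA was -0.361 within series against -0.280 pooled. A difference in sex between the pigs may stand behind the score, because pigs with 2 X chromosomes carry more of such transcripts, and a mixture fit of the score of ranks preferred 2 components with a BIC gain of 17.3. This fit leaves the question open, since 3 of 100 random lists gained as much, the highest 28.1, and log2 values gave 1 component for the 10 genes, but 2 for the 4 genes seen beforehand (gain 10.5), while without 5 principal components the gain was 40.2 for ranks, reached by 0 of 100 random lists, and 58.5 for log2 values. The labels give no sex, so that sex and the level of these genes cannot be told apart. With the score as a covariate 1491 other transcripts passed for FA, but this score followed the first principal component of all transcripts (rho = 0.498), and with the score made without 5 components 28 passed, 23 of them among the 79 called before. All 79 kept their sign with an unadjusted p under 0.05 under either covariate, so that what sex adds to the other transcripts stays open as well.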

How the results depend on the processing

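Counts in parentheses are the main values, and the cause of a change was not tested unless a reason is given. No paired analysis was possible because each pig gave 1 liver sample. The planned covariate from XIST was not run, since the array names no such transcript. The counts for LEA, FA and MFR (205, 82 and 47) stayed within 1.5 times with all probe sets and the upper part of mean signal, and with the 2 farthest pigs left out. Signal over background limits what the arrays show for transcripts under the filter.

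For LEA the count was 382 with Pearson and 379 with limma, 5 within number series, and 0 in odd numbers, 0 in even numbers and 2 in numbers from 2800 on, where fewer pigs were tested. For FA it was 54 with Pearson, 143 within number series, 1 in odd numbers, 2 in even numbers, 0 from 2800 on and 140 at the unadjusted p, a looser threshold. For MFR it was 130 within number series, 168 without 5 components, 1 in odd numbers, 1 in even numbers, 0 from 2800 on, 77 when adjusted over 3 traits and 112 at the unadjusted p. With 17 components of the expression values removed, which are not the study's covariates, the rank test called 0 for each trait, with 2161, 1624 and 1604 at an unadjusted p under 0.05. At that p stood 2232 in odd and 3011 in even numbers for LEA, and 937 for FA and 988 for MFR from 2800 on. Chosen after seeing the data, number series with 5 components gave 80 for LEA and 173 for MFR, and numbers below 2800 gave 917 for LEA. The X-linked score as a covariate gave 1491 for FA and 256 for MFR, and the score without 5 components 130 for LEA, 28 for FA and 9 for MFR.

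Of the named genes of Supplementary Table 6 (7 for LEA, 6 for FA, 6 for MFR), those past the table's largest p were 11 for LEA and 10 for MFR with Pearson, the same numbers, 11 and 10, with limma, and 2 for LEA and 10 for MFR within number series. With 17 components they were 0 for each trait. They were 2, 2 and 1 in odd numbers, 3, 1 and 0 in even numbers, and 0, 0 and 1 from 2800 on. Number series with 5 components gave 2 for LEA and 3 for FA, the X-linked score 2 for FA and 2 for MFR, the score without 5 components 3 for MFR, and numbers below 2800 gave 2 for FA.

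Of the 29 list and trait pairs, 26 were called with the same sign with Pearson, 24 within number series, 21 without 5 components, 25 without the 2 farthest pigs and 24 with the mean of all probe sets. Chosen after seeing the data, number series with 5 components kept 17, the X-linked score 20, the score without 5 components 19 and numbers below 2800 kept 21. Lost with the X-linked score were fatty acid and triglyceride synthesis and complement with FA and MFR, cytokine signalling, magenta and cyan hub genes with MFR, stellate cells with FA and other amino acid catabolism with LEA. The number called was 4 in odd numbers, 8 in even numbers and 0 from 2800 on, where 29 kept their sign, and 0 without 17 components, where 23 did. With cameraPR it was 45 at a preset correlation and 8 with an estimated one, 4 for FA and 4 for MFR. After removal of 17 components the sign turned for fatty acid and triglyceride synthesis with MFR (-0.002), alanine and phenylalanine-tyrosine degradation with LEA (0.001), heat shock with LEA (0.005), cell cycle with FA (0.059) and MFR (0.033), and periportal genes with LEA (0.013).

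The genes named in the text had 49 calls with a trait. Of these 39 were kept with Pearson, with limma and without 5 components, and 43 without the 2 farthest pigs. Kept were 32 within number series, 0 without 17 components, 2 in odd numbers, 2 in even numbers and 0 from 2800 on. Chosen after seeing the data, the X-linked score kept 31, the score without 5 components 21 and numbers below 2800 kept 27. The sign turned without 17 components for TAT with LEA (0.012), PHYH with MFR (-0.004), GPT2 with MFR (-0.009), HGD with LEA (0.098) and GLS2 with FA (-0.037), and with the X-linked score, which holds this gene, for EIF2S3 with LEA (-0.001).

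Among transcripts nearest to the hub genes, 9 pairs of module and list passed with 150 transcripts and 8 with the first component of the hub genes, chosen after seeing the data, in place of 5. Immediate early genes near the magenta hub genes were lost without 5 components, and glucocorticoid receptor targets near the purple ones with 50 transcripts, where cytokine signalling near the red and the purple ones was gained. The SOD1 mixture had 1 component in each of the other 4 probe sets and 2 in the variable one, in odd and in even numbers alike. Marker variation passed in 6 of 14 lists and in 7 within number series. Hub gene connectivity (2 of 4 modules in the upper 2.5%) and the spread of cis-eQTL genes by interquartile range (0.41 against 0.34) stayed on their side of the threshold.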

Differences from the paper's values

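At an FDR of 1%, the paper's number of transcripts correlated with LEA is 387 (Supplementary Table 2C) and the number here was 205. Of the alternatives set before the data were examined, Pearson correlation (382), regression with limma (379), removal of 5 principal components (289) and leaving out the 2 farthest pigs (282) came within 1.5 times the paper's number. The others did not, namely number series as a block (5), 17 components (0), odd numbers (0), even numbers (0), numbers from 2800 on (2), adjustment over 3 traits (150), an unadjusted p up to 0.000126 (255), all probe sets (199) and the upper part of mean signal (160). With the score of X-linked genes as a covariate, chosen after seeing the values, 265 passed, and this setting drops 8 of the 13 named genes that the paper lists, where the main test drops 6.

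For FA the paper's number is 133 and the number here was 82. Number series as a block (143), 5 components (110), adjustment over 3 traits (89), the unadjusted p (140) and the upper part of mean signal (97) came within 1.5 times, whereas Pearson (54), limma (55), 17 components (0), the 2 farthest pigs left out (60), odd numbers (1), even numbers (2), numbers from 2800 on (0) and all probe sets (70) did not. Number series with 5 components (108) and the numbers below 2800 (106) also came within it, both chosen after seeing the values, and these drop 6 and 7 of the 9 named genes that the paper lists, where the main test drops 3.

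For MFR the paper's number is 123 and the number here was 47. Number series as a block (130), 5 components (168) and the unadjusted p (112) came within 1.5 times, and Pearson (55), limma (55), 17 components (0), the 2 farthest pigs left out (43), odd numbers (1), even numbers (1), numbers from 2800 on (0), adjustment over 3 traits (77), all probe sets (59) and the upper part of mean signal (62) did not. Number series with 5 components (173), chosen after seeing the values, came within it and drops 4 of the 10 named genes that the paper lists, as many as the main test.

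Of 32 correlations that Supplementary Table 6 lists for these traits and genes named on the array, 10 differed by more than the standard error of a correlation, 1 of them in sign, and 20 of the 32 were smaller here in size. With fewer pigs this error is wider. The value here is that of the probe set with the highest mean, and the table does not give the probe set. For CNIH3 with FA the paper's r is 0.24 and the rho here was 0.14, and even numbers and numbers from 2800 on came within the error. For WDYHV1 with FA the paper's r is 0.24 and the rho here -0.19, with 0.20 by the other probe set, and no alternative came within the error. For CAMK1D with LEA the paper's first listed r is 0.25 and the rho here 0.31. Number series, even numbers and numbers from 2800 on came within the error, and the table lists this gene again at the paper's 0.34. For EMB with LEA the paper's r is 0.23 and the rho here 0.17, and Pearson, limma, 5 components, odd and even numbers came within the error. For EPM2A with LEA the paper's r is 0.22 and the rho here 0.07, and only numbers from 2800 on came within it. For PERP with LEA the paper's r is 0.26 and the rho here 0.31, and Pearson, limma, 5 components, odd and even numbers and numbers from 2800 on came within it. For SDSL with LEA the paper's r is -0.23 and the rho here -0.17, and Pearson, limma, 5 components and odd numbers came within it. For SLC2A13 with LEA the paper's r is 0.24 and the rho here 0.09, and no alternative came within it. For ABHD14B with MFR the paper's r is 0.26 and the rho here 0.20, with 0.25 by the other probe set, and Pearson, limma, number series and odd numbers came within it. For SORL1 with MFR the paper's r is 0.23 and the rho here 0.17, with 0.22 by the other probe set, and Pearson, limma, number series, 5 components, odd numbers and numbers from 2800 on came within it. Alternatives not named at a gene did not come within its error. Over the 32 pairs, 22 were within the error in the main test, 27 with Pearson and with limma, and 4 with 17 components.

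The paper calls MFR the muscle to fat ratio, and the values in the labels equal FA divided by LEA in 289 of 289 pigs. The paper ties the purple module to muscle traits and the cyan module to fat traits. Here the first component of 5 purple hub genes, chosen after seeing the values, had a rho of 0.092 with LEA (-0.112 within number series), 0.195 with MFR (0.242 within number series) and 0.262 with FA. The paper counts MFR among its muscle traits, and the protein content of muscle was not analysed here. The mean score of the cyan hub genes had a rho of -0.068 with LEA (-0.180 within number series, FDR = 0.015) and 0.257 with FA, the latter in the direction of the paper. The modules' eigengenes were not rebuilt. The paper reports enrichment of IGF-1 signaling among transcripts of muscle traits and of RXR pathways and xenobiotic metabolism among those of fat traits. The scores here had an FDR of 0.35 for the GH and IGF-1 axis with LEA and of 0.46 for xenobiotic metabolism with FA, while alanine and phenylalanine degradation and glucocorticoid receptor targets passed with LEA. These 2 had an adjusted p of 0.10 and 0.12 with an estimated correlation, and within number series the second had a rho of -0.061 (FDR = 0.50). A score tests whether a list moves as a whole, which is not the question of the paper's enrichment. The paper calls hepatic cell composition stable. Here 6 of 14 lists of cell type markers varied together in the upper 2.5% of matched lists, and 8 did not. Principal components were not removed for this comparison.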

Other observations

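The tests of chance, of number series and of SOD1 below were chosen only after the results were seen.

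Genes with a cis-eQTL in Supplementary Tables 4 to 6 varied more between livers than genes of like signal. Of 371 symbols 255 were named on the array, and their median SD was 0.31 on the log2 scale against 0.27 in matched sets, of which 0 of 10000 were as high and the highest reached 0.30. The widest was GALP, a galanin-like peptide (SD 1.17), followed by ASAH2, a neutral ceramidase, and MBL2, a mannose-binding lectin (1.01). WDYHV1 (0.94) and GPT2 (0.91) were next. The study chose these genes on the same samples, so this spread is not independent evidence for them.

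Amino acid breakdown rose with FA as it did with MFR. The list of alanine and phenylalanine-tyrosine degradation had a rho of 0.249 with FA (permutation p = 5e-05, FDR = 0.00086), the other amino acid enzymes 0.239 (permutation p = 4e-05, FDR = 0.00086), and the urea cycle 0.162 (permutation p = 0.0059, FDR = 0.034, and 0.108 within number series, FDR = 0.17). With MFR, acute phase proteins had a rho of -0.266, cytokine signalling -0.185, the magenta hub genes -0.152 and fatty acid and triglyceride synthesis 0.176. Cell cycle genes, 8 of 18 measured, had a rho of -0.158 with FA and with MFR (FDR = 0.038 and 0.037), and of -0.129 (FDR = 0.083) and -0.151 (FDR = 0.039) within number series. The heat shock response had a rho of -0.152 with LEA (FDR = 0.043) and of -0.033 within number series (FDR = 0.73). With an estimated correlation the adjusted p for FA was 0.0076, 0.0084 and 0.12 for alanine and phenylalanine-tyrosine degradation, the other enzymes and the urea cycle. For MFR it was 0.0063 for acute phase proteins, 0.077 for cytokine signalling, 0.17 for the magenta hub genes and 0.082 for fatty acid and triglyceride synthesis. It was 0.20 and 0.12 for the cell cycle with FA and MFR, and 0.37 for the heat shock response.

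Other lists had no pooled score past an FDR of 5%, and their values for LEA, FA and MFR follow in that order. Fatty acid oxidation had a rho of -0.032, -0.009 and 0.002, gluconeogenesis and glycogen metabolism -0.089, 0.035 and 0.069, and cholesterol uptake -0.146, -0.013 and 0.032. The respiratory chain had -0.055, 0.054 and 0.063, with COX6C, a subunit of its last complex, lower with LEA (rho = -0.27, FDR = 0.0024). That call is pooled, and only 4 of the 205 transcripts called for LEA passed within number series. The unfolded protein response had 0.009, -0.098 and -0.095, the interferon response 0.066, -0.059 and -0.076, p53 and BRCA1 signalling 0.079, -0.038 and -0.062, NRF2 targets -0.063, 0.116 and 0.104 (within number series 0.179 with FA, FDR = 0.016, and 0.156 with MFR, FDR = 0.035), and ribosomal proteins -0.036, -0.023 and 0.003. Among cell types, hepatocytes had -0.131, -0.088 and -0.034, endothelial cells 0.097, -0.112 and -0.114, cholangiocytes -0.035, 0.032 and 0.045, B and plasma cells 0.001, -0.110 and -0.075, neutrophils and monocytes -0.056, -0.121 and -0.080, and erythroid cells -0.118, -0.046 and 0.013. Platelets had -0.099, 0.035 and 0.072, adipocytes -0.053, 0.007 and 0.026, skeletal muscle -0.067, -0.074 and -0.045, and pericentral genes 0.119, 0.106 and 0.057. Scores of lists named elsewhere that passed within number series but not pooled were acute phase proteins (0.169, FDR = 0.021), cytokine signalling (0.146, FDR = 0.047) and cyan hub genes (-0.180, FDR = 0.015) with LEA, Kupffer cells and macrophages with FA (-0.155, FDR = 0.035), and immediate early genes (-0.167, FDR = 0.021) and stellate cells (-0.147, FDR = 0.047) with MFR.

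The number of transcripts called for LEA fell from 205 to 5 within number series, while for FA and MFR it rose to 143 and 130, so that the loss of degrees of freedom is argued against by the 143 for FA against 82. Among 100 orders of each trait, as many were called in 3 for LEA (205 in the real order, highest other 3628), 1 for FA (82, highest other 1) and 2 for MFR (47, highest other 2420), the real order included. These counts argue against chance for FA and MFR but do not exclude it, because only 100 orders were drawn and a random order gave 2420 for MFR. For LEA they argue against it only for orders that ignore the number series. Orders with several times the real count point to a structure among the samples. When LEA was shuffled only among pigs of 1 series, 16 of 100 orders gave as many (highest other 1080), and differences between the series may therefore produce such a count for LEA. Shuffled in the same way, FA reached its count in 3 of 100 orders (highest other 735) and MFR in 1, the real order included. Within number series the real 5, 143 and 130 were each reached by 1 of 100 orders, the real one. Whether a series marks a day, a batch or related litters is not given, and no biological explanation was tested.

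The variable SOD1 probe set stood apart from the other 4, and variation in the amount of the SOD1 transcript is argued against by their largest SD of 0.31 on the log2 scale against 1.89. A sequence variant or a transcript form seen by 1 probe set alone may explain it, but the mixture fit cannot decide this. The fit chose 2 components in odd and in even animal numbers alike, with BIC gains of 27.1 and 30.2. A skewed signal can also take 2 normal components. The lower mean over all animals, 2.94, lies under 5.32, the lowest 20th percentile of signal among the tested transcripts. Genotypes and probe sequences were not used here, so a variant and a transcript form were not told from each other. The text does not say which SOD1 probe set the study used.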
